# Gene Signatures Detect Damaged Liver Sinusoidal Endothelial Cells in Chronic Liver Diseases

**DOI:** 10.3389/fmed.2021.750044

**Published:** 2021-10-20

**Authors:** Stefaan Verhulst, Elise Anne van Os, Vincent De Smet, Nathalie Eysackers, Inge Mannaerts, Leo A. van Grunsven

**Keywords:** LSEC, acute liver injury, single cell RNA sequencing (scRNAseq), primary cells, NAFLD (non-alcoholic fatty liver disease), non-alcoholic steatohepatitis (NASH)

## Abstract

Liver sinusoidal endothelial cells have a gatekeeper function in liver homeostasis by permitting substrates from the bloodstream into the space of Disse and regulating hepatic stellate cell activation status. Maintenance of LSEC's highly specialized phenotype is crucial for liver homeostasis. During liver fibrosis and cirrhosis, LSEC phenotype and functions are lost by processes known as capillarization and LSEC dysfunction. LSEC capillarization can be demonstrated by the loss of fenestrae (cytoplasmic pores) and the manifestation of a basement membrane. Currently, no protein or genetic markers can clearly distinguish healthy from damaged LSECs in acute or chronic liver disease. Single cell (sc)RNA sequencing efforts have identified several LSEC populations in mouse models for liver disease and in human cirrhotic livers. Still, there are no clearly defined genesets that can identify LSECs or dysfunctional LSEC populations in transcriptome data. Here, we developed genesets that are enriched in healthy and damaged LSECs which correlated very strongly with healthy and early stage- vs. advanced human liver diseases. A damaged LSEC signature comprised of *Fabp4/5* and *Vwf/a1* was established which could efficiently identify damaged endothelial cells in single cell RNAseq data sets. In LSECs from an acute CCl_4_ liver injury mouse model, *Fabp4/5* and *Vwf/a1* expression is induced within 1–3 days while in cirrhotic human livers these 4 genes are highly enriched in damaged LSECs. In conclusion, our newly developed gene signature of damaged LSECs can be applicable to a wide range of liver disease etiologies, implicating a common transcriptional alteration mechanism in LSEC damage.

## Introduction

Liver sinusoidal endothelial cells (LSECs) comprise about 15–20% of the total number of liver cells and line the sinusoidal lumen of the liver sinusoids. LSECs are highly specialized endothelial cells characterized by fenestrae and lack of a basement membrane (1) making these cells the most permeable cells in the mammalian body (2). LSEC permeability is important for liver function as it permits plasma, solutes, and small substrates such as albumin (3) and insulin (4) to diffuse from the blood toward the parenchymal cells. Besides working as a filter and first barrier of the liver, these cells have other functions such as the production of coagulation factor VIII (5), antigen presentation (6, 7), leukocyte recruitment and endocytosis of virus particles (8), oxidized LDL (9) and immunocomplexes by the abundant expression of multiple scavenger receptors (10). Expression of specific scavenger receptors and other characteristic proteins can vary across the liver acinus (11, 12).

Maintenance of the specialized LSEC phenotype is essential for liver homeostasis (13). During liver injury LSECs can become dysfunctional, characterized by the loss of fenestrae and the appearance of a basement membrane, also known as capillarization (4, 14–16). LSECs can contribute to liver regeneration and healing by orchestrating an angiocrine response that can lead to a pro-regenerative response after an acute injury or to a maladaptive pro-fibrotic response after chronic injury, which in turn leads to fibrosis (17). Moreover, LSECs are described to have a gatekeeper function in liver fibrosis as differentiated LSECs promote HSC quiescence, and restoration of LSEC differentiation can prevent fibrosis progression and accelerate fibrosis regression (18). Although it is known that LSECs play an important role in the response to acute and chronic liver injury, research on the transcriptomic and phenotypic change of LSECs during acute and chronic injury is still limited. In addition, identification of LSECs using genetic/protein markers is still quite controversial (19) as there is no unique marker that characterizes LSECs (11, 13) apart from fenestrae and the absence of a basement membrane. The identification of damaged LSECs in an acute or chronic setting is even more challenging. Recently, specific markers for LSECs in healthy livers have been described, such as CD32b (20), CLEC4G (21), LYVE1 (22), STAB2 (23) in addition to the more controversial endothelial cell (EC) markers VWF and CD31 which are upregulated in LSECs during disease (13, 19). However, currently electron microscopy is still the golden standard for identification of damaged LSECs (loss of fenestrae). The recent use of single-cell transcriptomics (scRNAseq), performed on both healthy and diseased human and mouse livers, has identified several heterogeneous hepatic cell populations, including LSECs (12, 21, 24–26). These publicly available data sets present bioinformatic opportunities to define LSEC populations more efficiently in both healthy and diseased livers, independent of the etiology or background.

In this study, we developed healthy- and damaged LSEC enriched gene sets and signatures using healthy and cirrhotic human liver scRNAseq data and newly generated datasets from healthy and acutely injured mouse livers. These LSEC genesets and signatures can identify the health status of LSECs in mouse and human bulk transcriptome or scRNAseq data from chronic or acute liver diseases. Using these gene sets, we demonstrate that LSECs are dysfunctional in multiple end-stage liver diseases and that LSECs are quickly damaged upon an acute liver injury. These results highlight the important role of LSECs in liver pathophysiology.

## Materials and Methods

### Animals

All methods and protocols were carried out according to the approved guidelines of the Vrije Universiteit Brussel (VUB, Belgium) and according to European Guidelines for the Care and Use of Laboratory Animals. Animal experiment protocols were approved by the Ethical Committee of Animal Experimentation of the Vrije Universiteit Brussel (VUB, Belgium, 14-212-4). BalbC mice aged 11–14 weeks were housed in a controlled environment in conventional cages and were allowed food and water *ad libitum*. Acute liver injury in BalbC mice was induced by a single intraperitoneal injection with 15 μl carbon tetrachloride (CCl_4_, 87031, Sigma-Aldrich, St. Louis, MO, USA) and 85 μl mineral oil (Sigma-Aldrich, St. Louis, MO, USA) per 30 g bodyweight. Blood, total liver and cells were collected from healthy mice and after 1, 3 and 7 days of CCl_4_ administration. Mice were anesthetized using 100 μL Dolethal^®^ (Vetoquinol, France). Analysis of alanine aminotransferase (ALT) was performed using a SPOTCHEM EZ SP-4430 (A.Menarini Diagnostics, The Netherlands). At the start and end of the experiment mice were weighted. Daily observation of the mice showed only a mild effect on animal welfare.

### LSEC Isolation From Mice

Non-parenchymal cells (NPCs) were retrieved as previously described (27). Red blood cell lysis (Miltenyi Biotec, Germany) was performed, and NPCs were washed with PBS + 0.1% Bovine Serum Albumin (BSA). NPCs were resuspended in BPE buffer (PBS with 5% BSA and 2 mM EDTA) with 1 ul anti-mouse Fc block™ (Becton-Dickinson, Belgium) reagent added per 10^7^ cells for 10 min at 4°C. Cells were washed and incubated in 600 μL PBS+0.1% BSA with 5 μl CD32-PE (ab30357, Abcam, UK), 2 μL CD45-FITC (11-0451-85, eBioscience, USA) and 10 μl F4/80 Alexa-647 per 10^7^ cells (MF48021, Life Technologies) for 15 min at 4°C. After incubation with the antibodies, cells were washed and resuspended in a buffer solution without calcium and supplemented with DNase I (3:1, 10104159001, Roche, Switzerland) before cell isolation using FACS (FACS Aria IIu, BD Biosciences, Belgium). FACS was used to sort viable cells (negative selection based on propidium iodide) and LSECs were selected and sorted based on a positive signal for CD32 (27–29) and a negative signal for UV, F4/80, CD45. CD32b is expressed in all LSECs across the liver sinusoid (Supplementary Figure 1A) (30). Potential doublets with HSCs, KCs, and immune cells were excluded (cfr. Supplementary Figure 1B. Utmost right FACS plot with circled LSEC population). Stainings were performed on cytospins after isolation and showed a high purity (95%) of LSECs using this sorting strategy (Supplementary Figure 1C).

### RNA Preparation and Sequencing

Total RNA was extracted from FACS-isolated LSECs using ReliaPrep RNA Cell Miniprep System (Z6012, Promega, USA), RNA concentrations and quality measurements were performed using a Bioanalyzer 6000. Preparation of samples and sequencing, using Clontech SMARTseq v4 kit (R400752, Takara, Japan) and NovaSeq S2 (2 × 100 bp), was performed by the BRIGHTcore of the Vrije Universiteit Brussel. Single-end sequencing was run on Illumina NextSeq 500 High.

### Immunofluorescence

Mouse liver tissues were fixed with formalin for 48 h at 4°C. Liver tissues were stored in 70% EtOH and were used for sectioning (Leica, The Netherlands) of 100 μm liver sections in 4% UltraPure™ Low Melting Point Agarose (Invitrogen, USA) using a vibratome (Leica, The Netherlands). Sections were kept in 70% EtOH until usage. Upon usage sections were rehydrated in 50% EtOH for 10 min and rinsed for 10 min with PBS. For permeabilization, sections were incubated with PBS + 0.2% Triton for 20 min at room temperature. After permeabilization, sections were washed two times with PBS and blocked with 3% BSA-PBS for 2 h at room temperature. Sections were incubated overnight at room temperature with the following primary antibodies; Lyve1 (2 μg/mL, AF2125, R&D systems, Canada), Ki67 (0.5 μg/mL, 14-5698-82, Thermofisher, USA) and CD32b (10 mg/mL, AF2125, R&D systems, Canada). PHEM buffer (10 mM PIPES, 25 mM HEPES, 10 mM EGTA, 2 mM MgCl2^*^6H2O) was used for CD32b staining instead of PBS in all steps. Vibratome sections were washed three times with PBS for 10 min and were incubated for 1 h with the following secondary antibodies (1:200); Donkey-anti-goat Alexa488 (A11055, Thermofisher, USA) and Donkey-anti-rat Alexa 647 (ab150155, Abcam, UK). Sections were washed three times with PBS, incubated for 10 min with 70% EtOH and then incubated with 1% Sudan Black (199664, Sigma-Aldrich, Belgium) in 70% EtOH. Sections were rinsed with PBS and mounted with Mowiol (9002-89-5, Sigma-Aldrich, Belgium) with DAPI (D9564, 10 μg/mL, Sigma-Aldrich, Belgium) and visualized by EVOS M7000 (Thermofischer, USA) and Zeiss Axioscan (Zeiss, Germany). Quantification was performed with HALO 3.1 image analysis platform (Indica labs Inc., USA).

### Immunohistochemistry

Liver tissues were embedded in paraffin, sliced in 5 μm sections and deparaffinized with Xylene. For H&E stainings sections were rehydrated, washed with PBS and counterstained with Harris Hematoxylin (1:10 Roth, Newport Beach, CA, USA) before being rinsed with acid water followed by 10 min wash with tap water. Sections were incubated with eosin for 5 min, shortly rinsed, dehydrated and mounted with DPX mounting medium (Sigma-Aldrich, Belgium). For Collagen 4 staining, sections were rehydrated, washed with PBS-0.05%Tween (PBST) and endogenous peroxidase was quenched with 3% H_2_O_2_ in methanol. Samples were washed three times with PBST for 5 min and incubated with 2% BSA-PBS for 1 h at room temperature. Col4 antibody (2 μg/ml, ab6586, Abcam, UK) was dissolved in 1% BSA-PBS and incubated overnight at 4°C. Sections were washed and incubated with Dako EnVision+ System- HRP Labeled Poly (K4003, Dako, Denmark) for 30 min at room temperature. Sections were washed with PBST, incubated with DAB substrate for 3 min at room temperature. Finally, samples were rinsed, counterstained with Harris Hematoxylin (1:10) and mounted with DPX mounting medium (Sigma-Aldrich, Belgium) and imaged visualized with Leica Aperio CS2 (Leica, The Netherlands). Quantification was performed with Orbit image analysis (31).

### Bioinformatics

#### scRNAseq Analysis

Raw counts of scRNAseq data from healthy and diseased livers of Ramachandran et al. (GSE136103) (25), MacParland et al. (GSE115469) (24), Aizarani (GSE124395) (21), Xiong et al. (GSE129516) (26), and Terkelsen et al. (GSE145086) (32) was downloaded from GEO-NCBI database and imported into RStudio (https://www.rstudio.com). General scRNAseq analysis for quality controls, normalization, clustering and multidimensional reduction was performed using the default pipeline of R package Seurat (33). Identification of different cell clusters was performed using markers from the original publications and visualized in a UMAP plot.

#### Differential Expressed Genes in scRNAseq Data

Genes differentially expressed between two populations were identified using the *findmarker* function within R package Seurat with fold changes larger than 2.

#### Downstream Analysis for scRNAseq

Creation and visualization of different gene signatures (LSEC signatures) by upset plots was performed by the usage of R packaged UpSetR. Gene ontology analysis based on biological processes was analyzed using R package clusterProfiler for all gene signatures. The *AddmoduleScore* function in Seurat (version 4) was used to quantify gene signature scores of all LSEC signatures for each cell population. The gene signature score represents the average expression of all genes of the healthy or damaged LSEC gene signature within a cell population subtracted by the average expression of randomly selected genes within the same population.

#### Whole Transcriptome Analysis

Paired-end sequencing on RNA of LSECs isolated using FACS from healthy and CCl_4_ treated mice generated a fastq file for each sample. A quality control was performed before and after trimming using FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc) and AfterQC (34) followed by mapping all reads using STAR (35) to the mouse genome GRCm38.p6. Assembly was performed on every hit using StringTie and further analyzed by R package DESeq2 (36) for normalization and statistical analysis. Principle component analysis was performed using basic R functions and visualized by R package ggplot2. The expression of a selection of genes was validated using qPCR (Supplementary Figure 2A). qPCR was performed as previously described (27) and primers used for qPCR are displayed in Supplementary Figure 2B. For microarray data, CEL files were imported using R packages oligo (37) or affy (38) and normalized by Robust Multichip Average (RMA) algorithm.

#### Gene Set Enrichment Analysis (GSEA)

GSEA Subramanian et al. (39) was performed on normalized counts using molecular signature databases Reactome, Biocarta and KEGG pathways. GSEA for bulk seq of LSECs was performed by comparing all groups (LSECs isolated from mouse livers after 1, 3, and 7 days CCl_4_ injection) to LSECs from healthy mouse livers. All enriched pathways with a NES (normalized enrichment score) higher than 1 or lower than −1 with FDR lower than 0.25 were imported in Cytoscape and transformed into a network using EnrichmentMap (40). Pathways clustered together were named manually, based on overlapping functions, following the protocol of Reimand et al. (41). Pathway clusters that change over time were manually summarized into a hypothetical graph created in Illustrator, based on the number of pathways within a cluster and changes after CCl_4_ injection. GSEA using LSEC enriched gene sets was performed on normalized counts of healthy and liver diseases or on LSECs isolated from healthy or CCl_4_ recovered livers. Following comparisons were performed to analyse LSEC signatures in advanced diseased livers vs. control groups: Hepatitis B (HBV) F3-4 vs. HBV F0-1 (GSE84044) (42), non-alcoholic steatohepatitis (NASH) F3–F4 vs. F0–F1 (GSE49541) (43), alcoholic steatohepatitis (ASH) vs. alcoholic steatosis liver (GSE103580) (44), advanced cirrhosis vs. healthy (GSE6764) (45), advanced hepatocellular carcinoma (HCC) vs. normal tissue (GSE6764) (45).

#### Data Availability

Bulk RNAseq data of isolated LSECs after CCl_4_ treatment has been deposited in the GEO public data base under accession number: GSE180366.

### Statistics

One-tailed Kruskal Wallis with Dunnett's multiple comparisons test was applied for the statics of ALT measurements, CD32b, Lyve1 and Lyve1/Ki67 stainings. Calculations were made using GraphPad Prism 9. Ns > 0.05, ^*^P ≤ 0.05, ^**^P ≤ 0.01.

## Results

### Enriched Genes in LSECs From Healthy and Cirrhotic Livers Identify LSECs in Advanced Cirrhotic Liver Diseases

To identify the presence of healthy or dysfunctional LSECs in RNA profiling data sets from human or mouse livers we set out to identify genes that are enriched in LSECs from healthy or cirrhotic livers. To this end, we used scRNAseq data of healthy and cirrhotic human livers reported by Ramachandran et al. (25). First, we identified LSECs and ECs expressing known LSEC and EC markers in healthy livers (Figure 1A; Supplementary Figure 3). Next, we identified an additional cell population which was not present in the endothelial cell population of healthy livers (Figure 1B). These cells were CD34^+^PLVAP^+^VWA1^+^ positive which strongly resembled the scar-associated endothelial cell population identified by Ramachandran et al. (25). These cells were restricted to cirrhotic livers, expressed pro-fibrogenic genes and displayed an immunomodulatory phenotype (25). We refer to this population as damaged LSEC/ECs (Figure 1B) as some of the markers expressed in this population show a sinusoidal expression pattern in cirrhotic livers (25) but damaged ECs cannot be excluded. Subsequently, we defined genes that were higher expressed in healthy LSECs or damaged LSEC/EC population compared to all other liver cells (endothelial cells, macrophages, stellate cells, cholangiocytes, innate lymphoid cells (ILC), dendritic cells, T and B cells, hepatocytes and plasma cells) from healthy and cirrhotic livers with a fold change of at least two, and every gene should be expressed in at least 50% of cells within the healthy LSEC or damaged LSEC/EC population. This resulted in, respectively, 60 and 48 genes that were higher expressed in LSECs from healthy- or cirrhotic human livers in comparison to other liver cell types (Figures 1A,B). To identify genes that can further distinguish LSECs from healthy or diseased livers, we performed differential expression analysis between both populations resulting in a list of genes expressed higher in healthy LSECs compared to damaged LSEC/ECs from cirrhotic livers (Figure 1C). By combining genes that are enriched in LSECs from healthy or cirrhotic livers vs. other cells with genes that are higher expressed in one of the conditions vs. the other, we could create two genesets: a geneset for LSECs from healthy livers (*n* = 48) and a geneset for damaged LSEC/EC from cirrhotic livers (*n* = 15) (Figure 2A; Supplementary Table 1). Next, we performed gene ontology analyses to summarize the overlap in biological functions of genes included in each geneset. Genes that were enriched in healthy LSECs were part of GOs that are related to scavenging function and viral entry, both important characteristics of LSECs (46, 47). Genes that are enriched in damaged LSEC/EC belong to GOs that are related to dysfunctional LSECs, such as vascular development, migration and matrix organization, which are typical features of liver fibrosis (48, 49) (Figure 2B).

**Figure 1:**
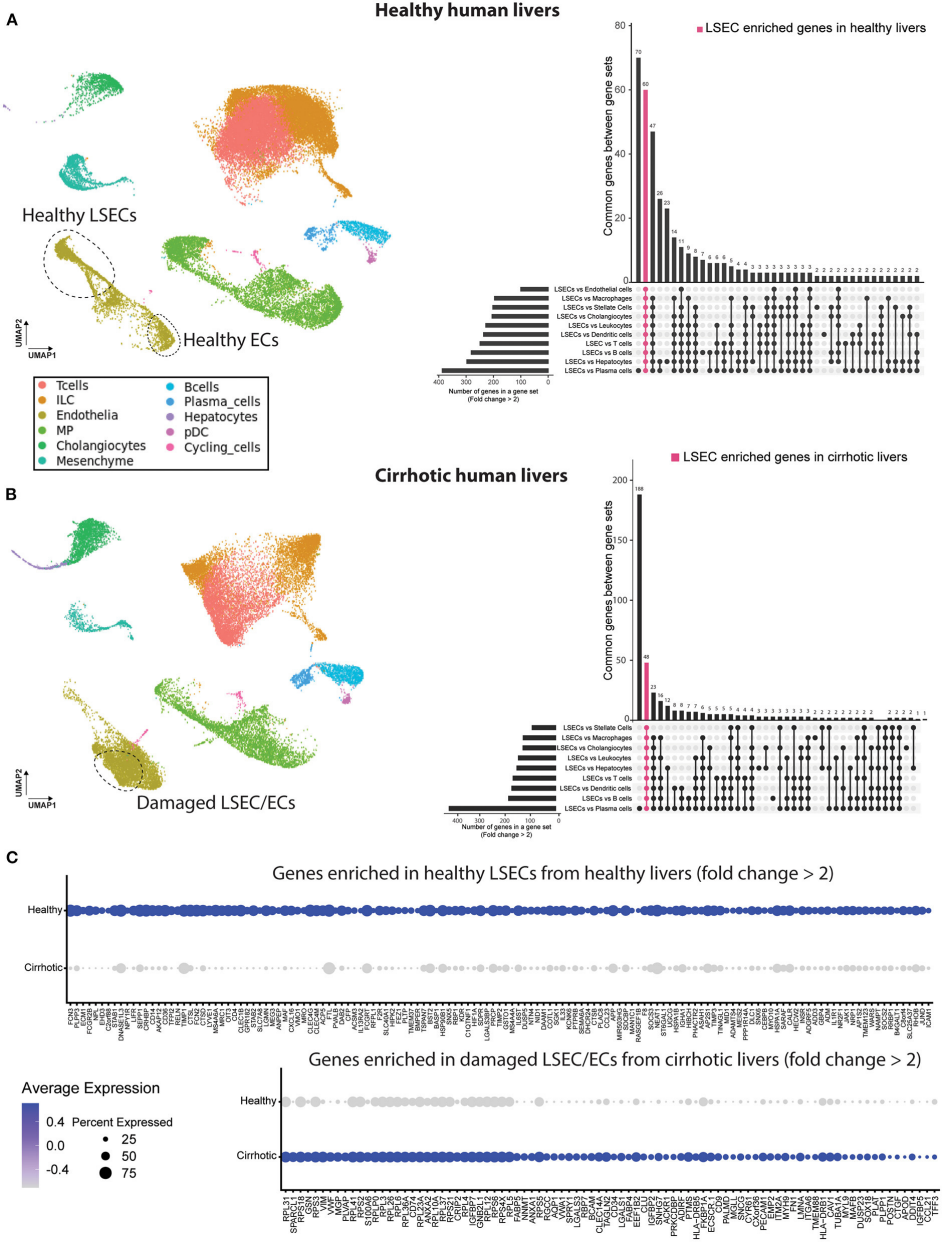
Identification of genes higher expressed in LSECs in healthy and cirrhotic human livers. Left a UMAP plot of scRNAseq data of healthy **(A)** and cirrhotic **(B)** liver cells (25). Right an upset plot of differentially expressed genes (fold change > 2) in LSECs or damaged LSEC/ECs compared to all other cell types. Pink color represents LSEC enriched genes in healthy livers (60 genes) or damaged LSEC/EC enriched genes in cirrhotic livers (48 genes). **(C)** Dotplot of differentially expressed genes between LSECs of healthy and cirrhotic livers with fold change >2. All results were obtained with the use of the dataset of Ramachandran et al. (25).

**Figure 2:**
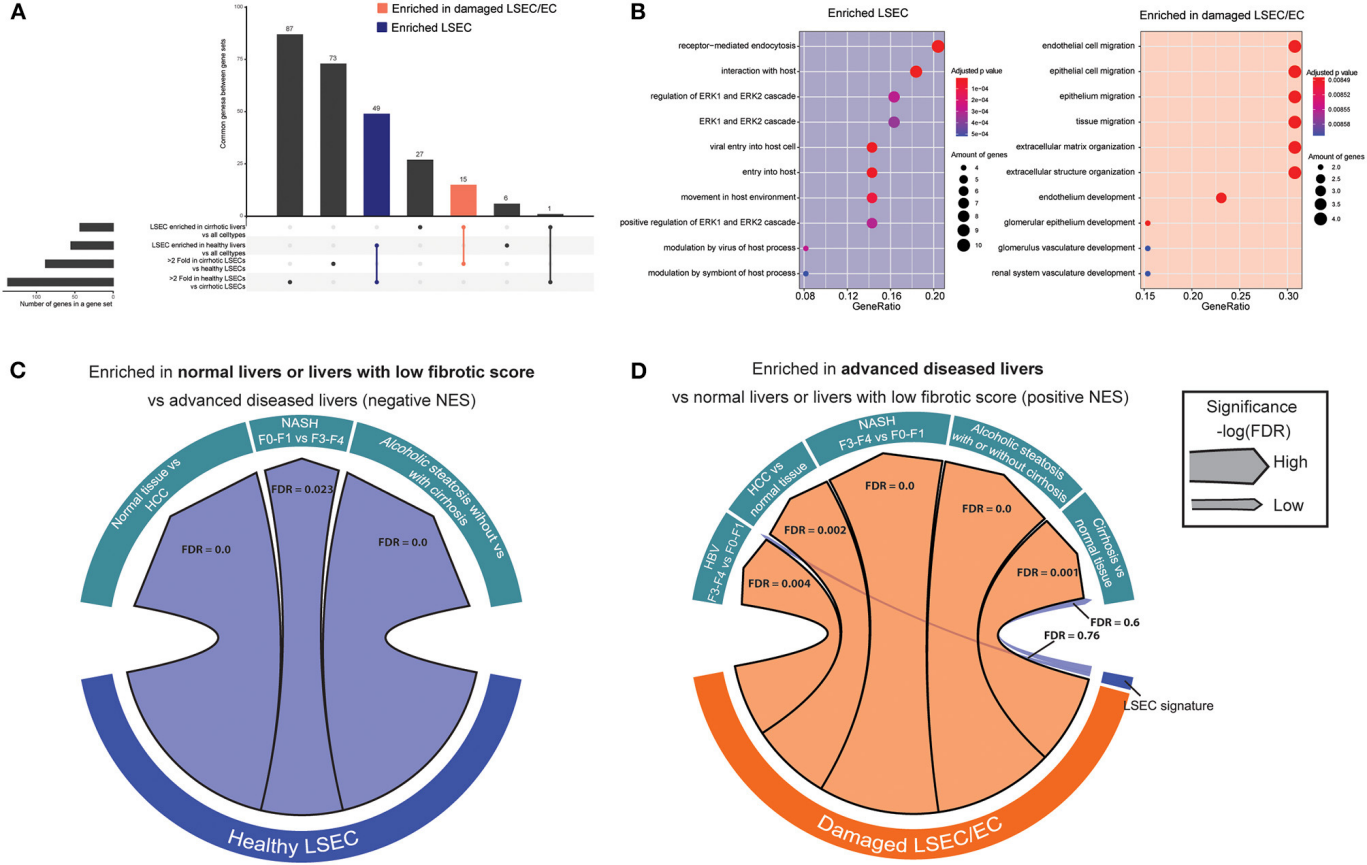
Enriched gene sets in LSECs from healthy and cirrhotic livers identify healthy and damaged LSECs in chronic liver diseases. **(A)** Upset plot that combines genes that are differentially expressed between LSECs from healthy livers and damaged LSEC/ECs from cirrhotic livers and genes enriched in LSECs when compared to all other cell types in healthy and cirrhotic livers. Results were obtained with the use of the dataset of Ramachandran et al. (25). **(B)** Gene ontology analysis (biological processes) on enriched genes from LSECs and damaged LSECs/ECs. **(C,D)** Chord diagram of GSEA analysis [significance, –log(FDR)] of enriched genes from LSEC or LSEC/ECs in advanced liver diseases: cirrhotic livers (vs healthy livers) Wurmbach et al. (45), ASH (vs alcoholic steatosis) Trépo et al. (44), HCC (vs. normal tissue) Wurmbach et al. (45), NASH (F3–4 vs. F0–1) Murphy et al. (43) and HBV (F3–4 vs. F0–1) Wang et al. (42).

Next, we wondered whether we could use these gene sets to visualize an enrichment of damaged LSECs/ECs in microarray gene expression data from human livers. We therefore performed gene set enrichment analysis (39, 50) (GSEA) with the two LSEC gene sets on microarray gene expression data from human livers with different etiologies to identify the presence of healthy or damaged LSECs/ECs in advanced cirrhotic liver diseases. Figure 2C shows that gene sets that were highly expressed in healthy LSECs were substantially enriched in transcriptomes of healthy livers and diseases livers with early stage liver fibrosis (F0–F1). Gene sets that were highly expressed in damaged LSEC/ECs were enriched in cirrhotic livers (vs healthy livers) (45); ASH (vs alcoholic steatosis) (44), HCC (vs normal tissue) (45), NASH (F4–F3 vs. F0–F1) (43) and HBV (F3–4 vs. F0–1) (42) (Figure 2D). Taken together, our analysis suggests that LSECs transform into a more damaged endothelial cell phenotype in all advanced liver diseases that we investigated.

### Dynamic Response of LSECs to CCl_4_-Induced Acute Liver Injury

LSECs play a crucial role in the regenerative response after an acute injury that can either lead to liver regenerative or a maladaptive fibrotic response (17). Yet, all studies and datasets we have used so far only reflected chronic liver injury. Therefore, we wanted to know whether the gene sets could also demonstrate LSEC phenotype changes after an acute injury. To this end, acute liver injury in mice was induced with a single dose of CCl_4_ and livers were collected at 1, 3, and 7 days after injection (Figure 3A). Blood analysis shows acute liver injury (high ALT levels) at 24 h after a single dose of CCl_4_, which decreases to baseline levels at day 7 (Figure 3B). Hematoxylin eosin staining shows necrotic areas that appear at 1 day and are more pronounced after 3 days demonstrating that liver injury is still present at that time point (Figure 3C). However, after 1 week the liver appears to have recovered from the injury. When we further examine LSECs through staining, we see an increased trend of Lyve1 protein levels indicating that LSECs are still present and sinusoids are intact. However, we observed a temporary loss of CD32b expression after 1 and 3 days of CCl_4_ treatment, indicating at least partial LSEC dysfunction which is restored after 1 week.

**Figure 3:**
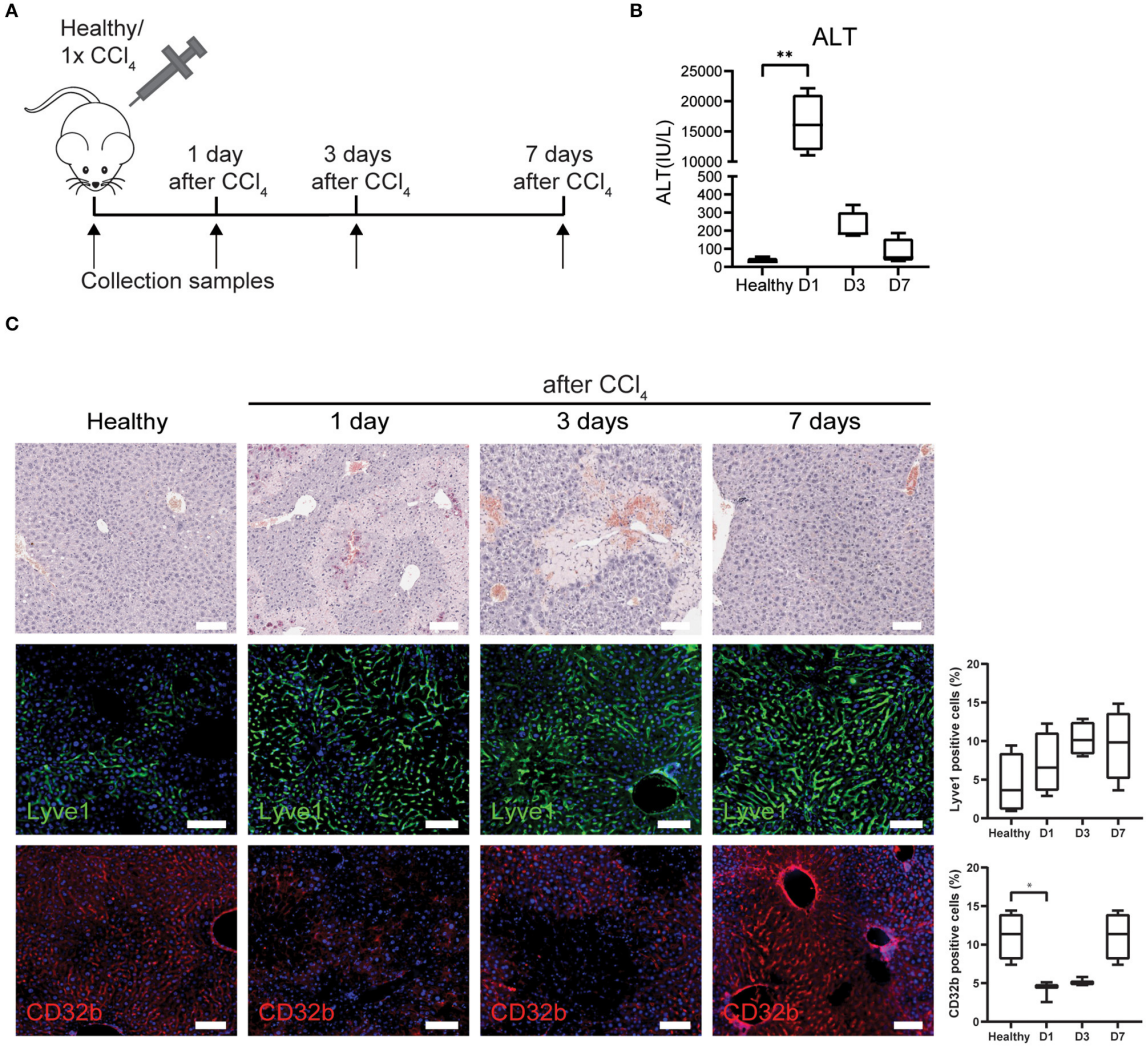
LSECs in healthy livers or acute liver injury. **(A)** Isolation of LSECs from healthy livers and from livers after 1, 3, and 7 days after CCl_4_ injection. **(B)** ALT levels of healthy mice and mice that received CCl_4_ **P ≤ 0.01. **(C)** Immunohistochemistry with hematoxylin eosin staining and immunofluorescence staining and quantification of Lyve1 and CD32b (*P ≤ 0.05) on livers from healthy mice or mice that received CCl_4_ (bar = 100 μm).

To further analyse LSECs after acute liver injury, livers were collected and LSECs were isolated via FACS at 1, 3, and 7 days after CCl_4_ administration (Figure 3A; Supplementary Figure 1B) and transcriptome analysis was performed on the freshly isolated LSECs. 

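RNA from sorted LSECs was sequenced for 4 healthy mice and for mice 1 day (2 mice), 3 days (4 mice) and 7 days (4 mice) after one injection of CCl4, a solvent that injures hepatocytes. The methods give a dose of 15 µl per 30 g of body weight and an age of 11 to 14 weeks, while the sample labels give the same dose as 0.5 µl per g and an age of 10 to 12 weeks. Cells were sorted as positive for CD32 and negative for F4/80, CD45, UV autofluorescence and propidium iodide in the methods, and the labels do not list CD45. The authors mapped the reads with STAR to the mouse genome GRCm38.p6, assembled them with StringTie, and deposited the number of reads counted on each of 54524 Ensembl genes in each mouse, without normalization. Between 85458439 and 103912264 reads per sample were counted on genes in healthy LSECs (median 92895967.5), 88665669 and 94626259 at day 1, between 62635645 and 93345913 at day 3 (median 84086605.5) and between 46401496 and 86318681 at day 7 (median 77410525.5). A gene was taken as not detected in a sample below 3 counts, a floor that covers counting error only, since the libraries were amplified and carry no molecular identifiers. From these counts, 26626 genes passed edgeR's filter on low counts, library sizes were scaled with the TMM method, and each day was compared with healthy LSECs in one quasi-likelihood model over all 14 samples. The shared model takes its estimate of the spread from all 4 groups, because day 1 has only 2 samples. P-values were adjusted over all tested genes (Benjamini-Hochberg), a gene was called changed at an adjusted p under 0.05, and expression is given as TMM-normalized CPM. Gene names, positions and overlaps are those of GENCODE vM21 on GRCm38, which held 54495 of the genes.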

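The samples of a group were not equally uniform. The correlation of log2 CPM between mice of the same group lay between 0.942 and 0.974 in healthy LSECs, was 0.972 for the 2 mice at day 1, and lay between 0.875 and 0.963 at day 3 and between 0.951 and 0.964 at day 7. At day 3, the number of genes with at least 1 count was 34678, 34768, 28203 and 22986 in replicates 1 to 4, against 28534 to 30735 in healthy LSECs. The mitochondrially encoded genes held 3.35% ± 0.272 (SD, n = 4) of the counts in healthy LSECs, 4.00% ± 0.696 (n = 2) at day 1, 4.80% ± 1.29 (n = 4) at day 3 and 7.35% ± 2.13 (n = 4) at day 7. With 2 samples against 4, an exact permutation test of a single value cannot give a p under 0.0667, and 4 samples against 4 cannot give one under 0.0286 (two-sided).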

Four samples were included for each condition apart from LSECs after 1 day of CCl_4_-treatment, because 2 samples did not meet the quality standards for RNA sequencing (low RIN values). Although this reduces the statistical power, still more than 2,000 genes were differentially expressed when compared to healthy LSECs (Supplementary Figure 4). 

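At day 1, 1080 of 26626 genes were called changed against healthy LSECs in edgeR's quasi-likelihood test, 644 higher and 436 lower, and 4759 genes had an unadjusted p under 0.05. All 1080 genes had no overlap between the 2 day 1 samples and the 4 healthy samples, a separation that chance gives to 13.3% of genes not chosen by a test on the same samples, as these were. The median absolute log2 fold change of the called genes was 1.82, and the median log2 fold change of all tested genes was -0.03. The number depended on the test: limma-voom with sample quality weights called 4308 genes, the largest of the alternatives, and DESeq2, which the paper's methods name, called 2745. The same model called 1915 genes at day 3 (1229 higher, 686 lower) and 846 at day 7 (582 higher, 264 lower). Scaled by library size only, 75.1% of the called genes were higher at day 3 in place of 64.2%, and 86.8% at day 7 in place of 68.8%. Over all alternatives the share ranged from 41.0% to 61.5% at day 1, 47.3% to 81.3% at day 3 and 46.0% to 88.3% at day 7, so the balance of rises and falls was not stable. Of the genes called at day 1, 508 were also called at day 3, 498 of them in the same direction. Both comparisons use the same 4 healthy mice, which alone favours such overlap. In counts simulated from these samples with 200 genes changed by 2 on the log2 scale, edgeR recovered 100 of the changed genes at day 1 with 2 false calls, and 135 and 137 at days 3 and 7 with 11 and 4 false calls. The changed genes were drawn from those with a mean above 1 CPM, and each gene had the same spread in all samples. These numbers may therefore not hold for genes of lower expression or for samples of unequal quality. Among the 5 largest rises at day 1, carbonic anhydrase 4 (Car4, chromosome 11, 84957786 to 84966044) went from 0.0200 CPM in healthy LSECs to 73.1 ± 15.6 CPM (SD, n = 2), a log2 fold change of 11.65 (standard error 1.90, adjusted p = 0.00394). Cathepsin J (Ctsj, chromosome 13, 61000179 to 61005959) rose by 9.41 on the log2 scale (standard error 1.15, adjusted p = 0.000557), and Scrg1 was at least 42.5-fold higher, since no healthy sample had a count. The other rises were Gm45717, a gene that overlaps Ifitm2 and Ifitm5, and Gm20388, which overlaps 209 annotated genes, so that the counting leaves both uncertain. Monocyte and neutrophil markers also scored higher in both day 1 mice than in all healthy mice. Whether the 5 rises lie in LSECs was not tested. The 5 largest falls, by group means, were those of Adh4 (at least 225-fold), Cyb5r2 (at least 151-fold), Bbox1 (at least 150-fold), Serpina12 (at least 120-fold) and Ctnna3 (at least 40.4-fold), none of which had a count in the 2 samples of day 1. The healthy means of Adh4 (7.75 ± 13.7 CPM, SD, n = 4), Bbox1 (5.17 ± 9.38) and Serpina12 (4.14 ± 7.34) rest mostly on healthy replicate 4, which also had the highest hepatocyte marker score, so that these falls cannot be assigned to LSECs. Cyb5r2 and Ctnna3 overlap other genes.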

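The first principal component of log2 CPM over 26626 genes held 23.6% of the variance between the 14 samples and the second 19.1%. Taking only the 500 most variable genes moved the first share most, to 44.6%. The variance along the first component lay mostly within groups, with 28.4% of it between the 4 groups, against 54.1% for the second, 83.7% for the third (14.0% of the total variance) and 79.2% for the fourth component (9.78% of the total). Over all genes, group membership accounted for 39.1% of the squared distance between samples (permutation test, one-sided, 100000 resamples, p = 0.00024). Of the 14 samples, 11 had their nearest neighbour in their own group. The nearest neighbour was a day 7 sample for healthy replicate 4 and day 3 replicate 3, and a day 3 sample for day 7 replicate 1. Day 1 was set apart from healthy LSECs by 41.8% of the squared distance (exact permutation test, one-sided, p = 0.0667, the smallest possible), and day 3 by 22.6% (exact permutation test, one-sided, p = 0.0571). With only genes of at least 10 counts in every sample, the share at day 3 was 33.3% and passed the threshold.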

Principal component analysis (PCA) demonstrates separated clusters for each timepoint indicating a change in LSEC transcriptome after exposure to CCl_4_ (Figure 4A). Interestingly, LSECs appear not to restore to the healthy LSEC cluster after CCl_4_ induced injury, indicating that LSECs after 1 week CCl_4_ have a different phenotype compared to healthy LSECs. 

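Samples taken at day 7 differed from healthy LSECs by 32.5% of the squared distance between the 8 samples (exact permutation test, one-sided, p = 0.0286, the smallest that 4 mice against 4 allow), and from day 3 by 19.7% (exact permutation test, one-sided, p = 0.229). Of the 846 genes called at day 7 against healthy LSECs, 512 were also called at day 3, 511 of them in the same direction. At day 1, 184 of the 846 were also called, 165 of them in the same direction. The comparisons share the 4 healthy mice, which alone favours overlap in the same direction, so these numbers do not measure a lasting change. All 4 samples of day 7 lay above or below all 4 healthy samples for 780 of the 846 genes, against 2.86% by chance among genes not chosen by a test on the same samples. Directly compared, day 7 and day 3 differed in 472 genes, 110 higher and 362 lower at day 7. Over the alternatives this number ranged from 1 to 6002 and the share higher from 18.4% to 100%. Without one sample the share ranged from 19.7% to 60%, so the balance was not stable here either. The largest rise at day 7 with counts in healthy LSECs was that of Atp6v0d2, a subunit of the vacuolar proton pump (chromosome 4, 19876841 to 19922605), at 62.3 ± 23.5 CPM against 0.0479 (log2 fold change 10.33, standard error 1.22, adjusted p = 0.00191). Gpnmb (chromosome 6, 49036546 to 49070929) was at 738 ± 323 CPM against 0.867 (log2 fold change 9.74, standard error 1.05, adjusted p = 0.00179). Scgb1a1, Aoc1 and the antisense gene Gm26903, which overlaps Bmp5 and 4 other genes, had no count in healthy LSECs and were at least 125-fold, 28.8-fold and 274-fold higher. Among the falls were Ntf3 (log2 fold change -2.35, standard error 0.40, adjusted p = 0.00961), Klhdc8a (-2.46), Cyp1a1 (-2.36), Gm18537 (-3.66) and Mup7 (-5.83). Day 3 shared Gm26903 and Ctsj among its own largest rises, with Chil3 (log2 fold change 8.12), Chil4 and 2810430I11Rik, and its largest fall was that of Elovl3 (-9.02). Hepatic stellate cell markers scored higher than in healthy LSECs by 2.99 at day 3 and 3.17 at day 7. Monocyte and neutrophil markers scored higher by 1.74 at day 7. The source of the largest rises was not tested, so they cannot be assigned to LSECs from these counts. Mup7 (118 ± 218 CPM, SD, n = 4), Elovl3 (19.9 ± 36.6) and Cyp1a1 (10.2 ± 8.96) owe most of their healthy mean to healthy replicate 4, so that their falls cannot be assigned to LSECs either. Without one sample, these falls ranged from -6.32 to -2.09 for Mup7, -13.78 to -5.58 for Elovl3 and -2.64 to -1.51 for Cyp1a1. The mean hepatocyte marker score did not fall with these genes. It was 5.77 ± 2.55 (SD, n = 4) in healthy LSECs, 6.84 ± 0.70 at day 3 and 7.50 ± 1.22 at day 7 (exact permutation test, two-sided, p = 0.457 and 0.257). The healthy mean of this score was raised by replicate 4 (9.55), with the other healthy mice between 4.20 and 5.10. The lowest scores were 5.87 at day 3 and 5.91 at day 7, above those other healthy mice.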

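The signed square root of edgeR's F statistic ranked the genes of each comparison, and fgsea tested 924 mouse Reactome sets of 10 to 500 genes and 19 lists of genes in these rankings. Reactome identifiers were Entrez gene numbers, of which 6866 of 7111 matched a gene in the annotation, and Biocarta and KEGG were not used here. At the limits the paper gives, an NES above 1 or below -1 with an FDR under 0.25, 334 Reactome sets were enriched at day 1 (230 higher, 104 lower), 411 at day 3 (274 higher, 137 lower) and 559 at day 7 (204 higher, 355 lower). Ranking by the signal-to-noise ratio in place of edgeR's statistic moved the number at day 1 most, to 159. The test permutes genes and not mice, and genes of one set vary together between mice: over the other of the 35 ways to part the 8 healthy and day 3 mice into 4 against 4, the median number of enriched sets was 380.5. A mean log2 CPM over the genes of a set was therefore also taken in each mouse and compared between groups by an exact permutation test (two-sided), with 35 sets and lists in each comparison. For 4 mice against 4 the smallest exact p is 0.0286, so an adjusted p under 0.05 needs many of the 35 at that value together.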

Next, pathway analysis was performed on LSECs from CCl_4_-treated livers compared to healthy LSECs (40). All enriched pathways were clustered in Cytoscape (Supplementary Figure 5) and graphically represented in Figure 4B. 

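At day 1, the Reactome set of signaling by Robo receptor, with 20 genes tested, had an NES of 0.78 (FDR 0.875), and its mean log2 CPM changed by -0.07 (exact permutation test, two-sided, p = 0.533). The direction of this NES was not stable, with -0.74 when DESeq2's statistic ranked the genes. The innate immune system set (493 genes) had an NES of 1.96 (FDR 4.7e-09), signaling by interleukins 1.89 (FDR 0.000401) and cytokine signaling 1.48 (FDR 0.0144), which fell to 0.97 with the signal-to-noise ranking. Their mean log2 CPM was higher by 0.28 (exact p = 0.133), 0.41 (exact p = 0.133) and 0.16 (exact p = 0.2). Both day 1 mice lay above all 4 healthy mice for the innate immune and interleukin sets, but not for cytokine signaling. With 2 mice against 4 the exact p cannot go below 0.0667, so the test cannot decide. Of 49 immune sets, 15 were enriched among the higher and 3 among the lower genes. Of 19 translation sets, 17 were enriched among the higher genes, with an NES of 2.79 for Translation (FDR 4.7e-09). In the same samples, the mean log2 CPM of 11 monocyte and neutrophil markers was 6.92 ± 0.44 (SD, n = 2) against 2.37 ± 1.11 (n = 4) in healthy LSECs (exact p = 0.0667), and with this score in the model the NES of the innate immune system set was 1.19.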

Shortly after the induction of acute liver injury, several pathways related to ROBO signaling and inflammation become significantly enriched (NES > 1, FDR <0.25). After 3 days, pathways involved in angiogenesis, ECM (extra cellular matrix) production and cell cycle are induced. 

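At day 3, extracellular matrix organization (237 genes) reached an NES of 2.33 (FDR 2.9e-09), with 12 of 14 matrix sets enriched among the higher genes and none among the lower. The Reactome Cell cycle set (481 genes) reached 2.39 (FDR 2.9e-09), and 24 of 36 cell cycle sets were enriched among the higher genes. At day 1, 15 of these 36 sets were enriched among the higher and 3 among the lower genes, but without the proteasome subunits in them 3 of 35 were higher and 10 lower. At day 3 the count without them was 26 of 35 higher. Signaling by VEGF (99 genes) stood at 1.23 (FDR 0.290, above the limit), and a list of 26 endothelial angiogenesis genes at -1.19 (FDR 0.395). VEGF signaling passed the limits when genes were ranked by the signal-to-noise ratio (NES 1.29) or scaled by library size only (NES 1.34). At day 1 the VEGF set had reached 1.82 (FDR 0.0011). Per mouse, the mean log2 CPM of the VEGF set was higher at day 3 by 0.10 (exact permutation test, two-sided, p = 0.4), within the spread between mice.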

Interestingly, a considerable amount of cell cycle pathways are strongly active after 3 days of CCl_4_ but seem to become inactive again after 7 days. This was confirmed by the presence of Ki67^+^Lyve1^+^ positive LSECs in livers 3 days after CCl_4_, indicating that indeed LSECs are proliferating at day 3, but not anymore after 7 days (Figure 4C). 

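The S phase genes used for cell cycle scoring in Seurat (43 genes) had a mean log2 CPM of 3.51 ± 0.24 (SD, n = 4) in healthy LSECs, 3.18 ± 0.09 (n = 2) at day 1, 4.76 ± 0.58 (n = 4) at day 3 and 3.63 ± 0.13 (n = 4) at day 7. All 4 mice at day 3 lay above all 4 healthy mice and all 4 mice at day 7 (exact permutation test, two-sided, p = 0.0286 for each, 0.0833 and 0.5 after adjustment over the 35 sets and lists). Day 7 differed from healthy by 0.12 (exact p = 0.457). The G2/M genes (54 genes) went from 3.73 ± 0.47 to 5.00 ± 0.64 at day 3 (exact p = 0.0571) and stood at 4.41 ± 0.43 at day 7, 0.68 above healthy (exact p = 0.0857) and not separated from day 3 (exact p = 0.2). As a ranked set, the G2/M genes remained enriched at day 7 (NES 2.34), the S phase genes did not (NES -0.90, FDR 0.732). The Reactome Cell cycle set turned to -1.60 (FDR 1.2e-05), with 26 of 36 cell cycle sets lower and 3 higher, but its mean log2 CPM per mouse differed from healthy by 0.0336 only (exact p = 0.771). That set contains 44 of the 48 proteasome subunits tested, whose mean log2 CPM fell from 6.49 ± 0.18 to 5.97 ± 0.13 at day 7 (exact p = 0.0286). Without them its NES was -1.22. Under the signal-to-noise ranking the NES at day 7 was 1.07, the opposite direction. Between day 7 and day 3 the NES was -2.52 (FDR 8.3e-10), with 33 of the 36 sets lower. As a ranked set, the G2/M genes were also lower at day 7 than at day 3 (NES -2.11, FDR 2.4e-06). Mki67 (chromosome 7, 135689784 to 135716361), which encodes Ki67, was at 28.7 ± 14.4 CPM in healthy LSECs, 134 ± 75.4 at day 3 (log2 fold change 2.23, standard error 0.48, adjusted p = 0.0143) and 81.8 ± 26.9 at day 7 (1.51, standard error 0.46, adjusted p = 0.0892). The rise at day 7 was called in 3 of 8 alternatives. Mki67 overlaps the annotated gene Gm45240.

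**Figure D1:**
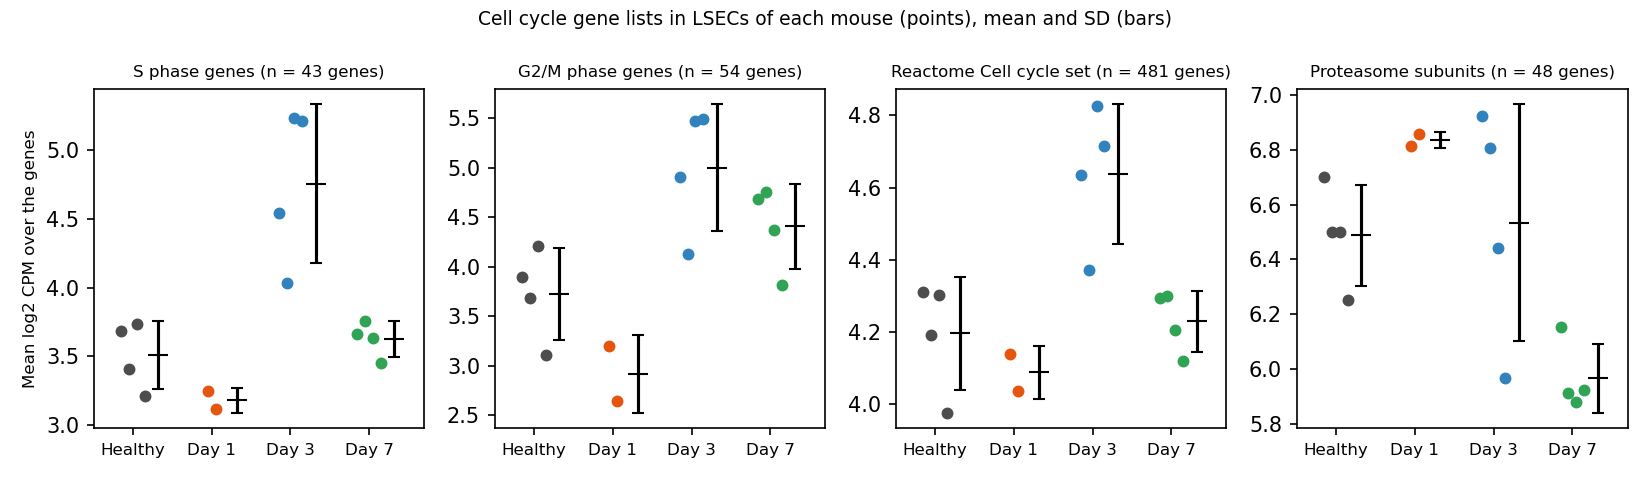
Mean log2 CPM of the S phase genes, the G2/M genes, the Reactome Cell cycle set and the proteasome subunits (vertical axes) in LSECs of each mouse, by group. Points are mice and bars are the mean and SD; the S phase genes are highest in the 4 mice of day 3, and the proteasome subunits are at 5.97 ± 0.13 at day 7.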

Pathways regarding ECM production were elevated after 3 days of CCl_4_ and remained elevated after 7 days. 

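Extracellular matrix organization kept its enrichment at day 7 with an NES of 2.95 (FDR 1.3e-09), and 13 of 14 matrix sets were enriched among the higher genes. Per mouse, the mean log2 CPM of the set rose from 2.17 ± 0.17 in healthy LSECs to 3.14 ± 0.25 at day 3 and 3.30 ± 0.59 at day 7 (exact permutation test against healthy, two-sided, p = 0.0286 for each, 0.0833 and 0.1 after adjustment). The difference between the 2 days, 0.16, was within the spread between mice (exact p = 0.629). At day 1 the set was already enriched among the higher genes (NES 1.60, FDR 0.00117), with 5 of 14 matrix sets higher and 4 lower. Collagen formation (65 genes) fell at day 1 (NES -1.50) and rose at day 3 (NES 2.16) and day 7 (NES 2.42). A score of 15 hepatic stellate cell markers rose along with the matrix genes, from 2.05 ± 0.39 to 5.04 ± 0.47 at day 3 and 5.22 ± 1.60 at day 7 (exact p = 0.0286 for each). The 10 stellate markers outside the matrix rose by 2.57 at day 3 (exact p = 0.0286) and 2.55 at day 7 (exact p = 0.0571). With the score of these 10 markers in the model the NES of extracellular matrix organization was 1.28 at day 3 and 1.74 at day 7.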

NCAM signaling, important for the inhibition of fibroblast growth factor signaling (51), shows a similar trend. 

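NCAM signaling for neurite outgrowth (57 genes in the Reactome set) had an NES of -1.32 at day 1 (FDR 0.220), 1.51 at day 3 (FDR 0.0849) and 1.92 at day 7 (FDR 0.00142). Its mean log2 CPM was 2.36 ± 0.13 (SD, n = 4) in healthy LSECs, 2.98 ± 0.16 (n = 4) at day 3 and 3.21 ± 0.50 (n = 4) at day 7, and all mice of both days lay above all healthy mice (exact permutation test, two-sided, p = 0.0286 for each). Of its 57 genes, 15 encode collagens, and the part on NCAM1 interactions (32 genes) had a higher NES, 1.82 at day 3 and 2.26 at day 7. With the stellate marker score in the model, the NES of NCAM signaling was -0.97 at day 3 and 1.16 at day 7, and neither passed the limits.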

One of the dysregulated ECM genes is Collagen 4 which has been described to be produced by LSECs (52–54). 

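Collagen 4 is encoded by 6 genes. Col4a1 (chromosome 8, 11198423 to 11312826) and Col4a2 (chromosome 8, 11312805 to 11449287) lie head to head and overlap at their starts, so that reads there are uncertain unless the counting used the strand. Col4a1 was at 428 ± 61.1 CPM (SD, n = 4) in healthy LSECs, 1269 ± 21.1 (n = 2) at day 1, 920 ± 451 (n = 4) at day 3 and 548 ± 188 (n = 4) at day 7. Its log2 fold change was 1.57 at day 1 (standard error 0.38, adjusted p = 0.0325), 1.10 at day 3 (standard error 0.32, adjusted p = 0.0563, called in 3 of 8 alternatives) and 0.36 at day 7 (adjusted p = 0.555). Col4a2 went from 283 ± 35.6 CPM to 950 ± 61.9 at day 1 (log2 fold change 1.74, adjusted p = 0.0102), 759 ± 348 at day 3 (1.42, adjusted p = 0.012) and 421 ± 112 at day 7 (0.57, adjusted p = 0.268). All 4 samples of day 3 lay above all 4 healthy samples for both genes (exact permutation test, two-sided, p = 0.0286). With the stellate marker score in the model, the log2 fold change of Col4a1 at day 3 was 0.41. Col4a3 and Col4a4, at 4.09 and 4.76 CPM in healthy LSECs, fell at day 3 (log2 fold change -2.83, adjusted p = 0.00567, and -1.56, adjusted p = 0.0275). Col4a4 was also lower at day 1, with log2 fold changes from -2.84 to -2.57 over 8 alternatives. Col4a5 rose at day 7 by 3.35 (adjusted p = 0.0561), and Col4a6 reached 13 counts at most in a sample and was called at no day (adjusted p = 0.848, 0.833 and 0.66).

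**Figure D2:**
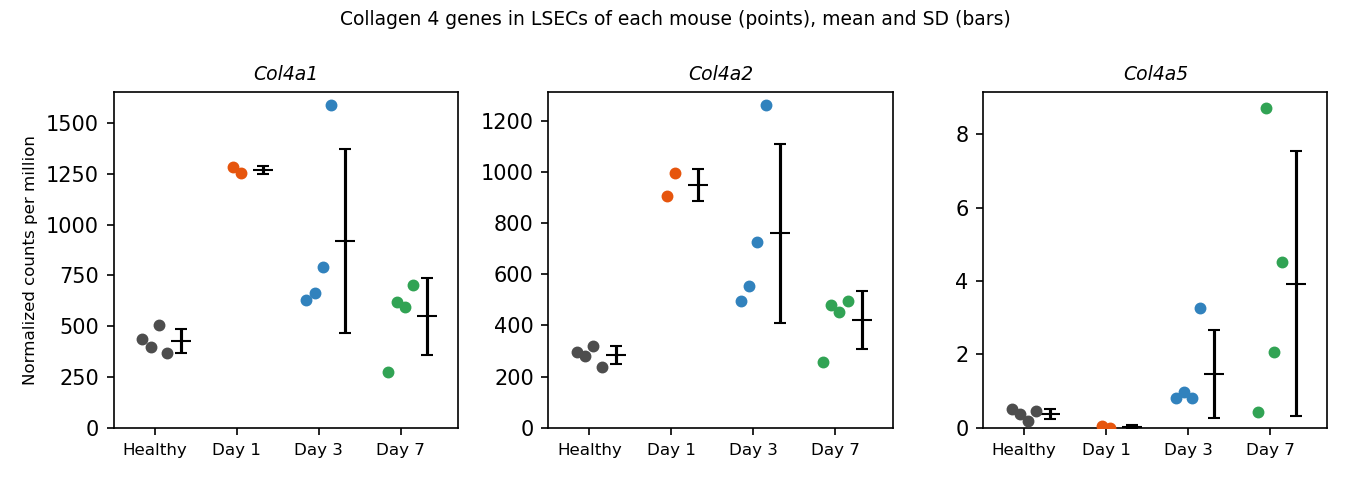
Normalized CPM of Col4a1, Col4a2 and Col4a5 (vertical axes) in LSECs of each mouse, by group. Points are mice and bars are the mean and SD; Col4a1 is highest in the 2 mice of day 1, at 1269 ± 21.1 CPM, apart from a single mouse at day 3.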

Upon acute injury we indeed see an induction of Collagen 4 expression on day 3, which shows a sinusoidal pattern (Figure 4C).

**Figure 4:**
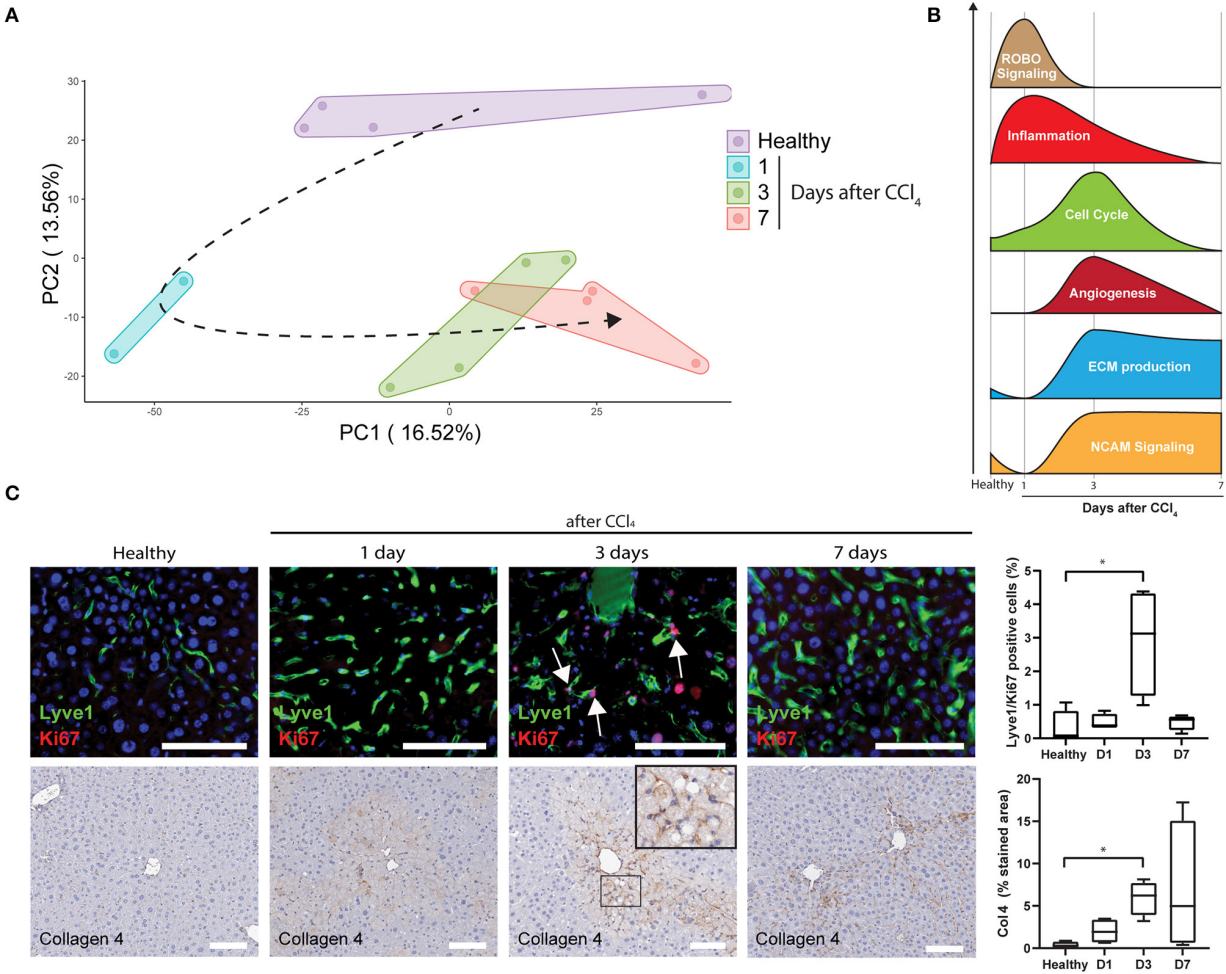
Upregulated pathways in LSECs during acute liver injury **(A)** PCA of LSECs from healthy livers and livers after an acute injury by CCl_4_ administration. **(B)** Schematic representation of pathway analysis from LSECs isolated after CCl_4_ administration. **(C)** Immunofluorescence staining of Lyve1/Ki67, immunohistochemistry staining and quantification of Collagen 4 (*P ≤ 0.05) and Lyve1/Ki67 positive cells (*P ≤ 0.05) on healthy livers and livers after CCl_4_ administration (bar = 100 μm).

### Generation and Validation of an LSEC- and a Damaged LSEC Signature

To compare human with mouse LSEC dysfunction, we analyzed the expression of human LSEC gene sets (Figures 1, 2) in mouse LSECs after an acute CCl_4_-induced liver injury. 

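Of the 50 mouse genes that Supplementary Table 1 lists for healthy LSECs, 49 passed the filter on low counts. At day 1, 29 of them had a negative and 20 a positive log2 fold change, at day 3 28 and 21, and at day 7 25 and 24. Adjusted over all 26626 genes, 3 were lower and 8 higher at day 1, 6 lower and 6 higher at day 3, and none lower and 5 higher at day 7, where 10 were lower and 12 higher at an unadjusted p under 0.05. Adjusted over the list alone, 8 were lower and 10 higher at day 1, 13 and 7 at day 3, and 7 and 8 at day 7. The alternative that moved these numbers most was limma-voom with sample quality weights, with 13 genes lower at day 3 and 13 at day 7 over all genes. The log2 fold changes ranged from -5.80 to 5.01 at day 1. Per mouse, the mean log2 CPM of the list was 7.17 ± 0.12 (SD, n = 4) in healthy LSECs and 7.35 ± 0.07 (n = 2), 7.16 ± 0.14 (n = 4) and 7.35 ± 0.12 (n = 4) at days 1, 3 and 7, all within the spread between mice (exact permutation test, two-sided, p = 0.2, 1 and 0.0857). Of the 15 genes listed for damaged LSEC/ECs, 1, 3 and 1 were higher and 0, 2 and 1 lower at the 3 days, with 3 lower and 3 higher at day 1 at an unadjusted p under 0.05.

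**Figure D3:**
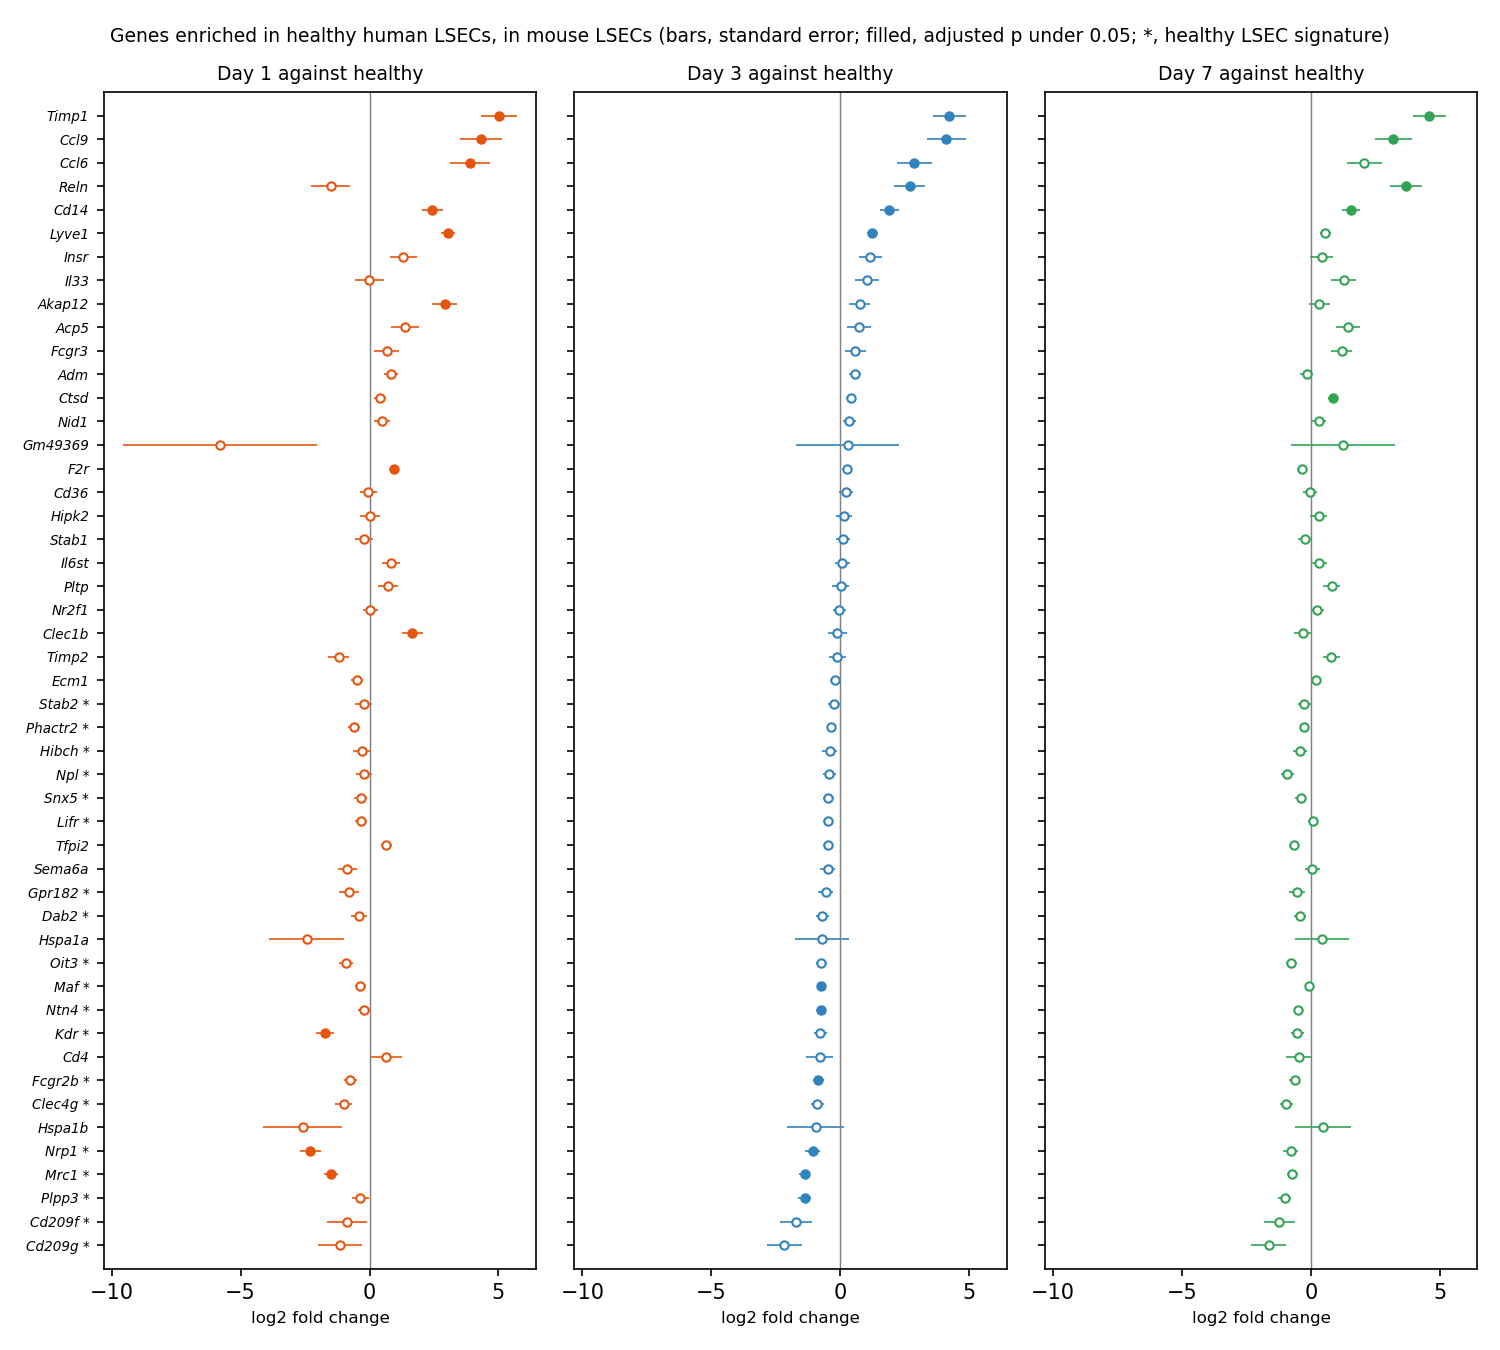
Log2 fold change against healthy LSECs (horizontal axes) of each of the 49 genes (rows) at days 1, 3 and 7. Bars are standard errors, filled points have an adjusted p under 0.05, and asterisks mark the 19 genes of the healthy LSEC signature; at day 1, 29 genes lie left of the line at 0 and 20 right of it.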

Genes that are enriched in healthy human LSECs show diverse expression patterns in mouse LSECs after acute liver injury (Figure 5A). 

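Clec4g (chromosome 8, 3707064 to 3720651) was at 5350 ± 835 CPM (SD, n = 4) in healthy LSECs and at 2684 ± 986 (n = 2), 2892 ± 732 (n = 4) and 2772 ± 744 (n = 4) at days 1, 3 and 7. Its log2 fold changes were -1.00 (standard error 0.33, adjusted p = 0.116), -0.89 (0.26, adjusted p = 0.0547) and -0.95 (0.26, adjusted p = 0.0622). Adjusted over the LSEC list alone, p was 0.0321, 0.0156 and 0.0160, and over all genes 2, 5 and 3 of 8 alternatives called it lower. Clec4g overlaps the annotated gene Gm16553. Stab2 (chromosome 10, 86841198 to 87008025, overlapping 5 annotated genes) was at 1814 ± 164 CPM in healthy LSECs, with log2 fold changes of -0.23 (adjusted p = 0.796), -0.23 (adjusted p = 0.648) and -0.26 (adjusted p = 0.605), within the spread between mice (exact permutation test, two-sided, p = 0.2, 0.343 and 0.143). Only limma-voom with sample quality weights called it lower, at day 3 (log2 fold change -0.68). Lyve1 (chromosome 7, 110850607 to 110863239) rose from 387 ± 109 CPM to 3209 ± 266 at day 1 (log2 fold change 3.05, standard error 0.26, adjusted p = 4.5e-05) and 924 ± 114 at day 3 (1.25, standard error 0.22, adjusted p = 0.00644), and stood at 573 ± 125 at day 7 (0.56, adjusted p = 0.168). Clec1b (chromosome 6, 129397297 to 129409335, overlapping Clec9a) was called higher at day 1 only (log2 fold change 1.66, standard error 0.41, adjusted p = 0.0395, called in 6 of 8 alternatives). Cd36 (chromosome 5, 17781690 to 17888801) was at 683 ± 135 CPM in healthy LSECs and 664 ± 3.31, 795 ± 227 and 674 ± 237 at the 3 days, with log2 fold changes of -0.04, 0.22 and -0.02 (adjusted p = 0.982, 0.682 and 0.981), called in none of 8 alternatives and of either sign among them at days 3 and 7.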

Typical LSEC genes such as *STAB2* and *CLEC4G* are downregulated upon liver injury, in contrast to genes such as *LYVE1, CLEC1B*, and *CD36* which are upregulated at early timepoints, indicating that these genes cannot always discriminate healthy LSECs from damaged LSECs. 

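All 19 genes of the healthy LSEC signature, from which the paper left out genes that rose after injury in these mice, had a negative log2 fold change at days 1 and 3, and 18 at day 7, with medians of -0.60, -0.73 and -0.53. Adjusted over all genes, 3, 6 and 0 of them were called lower, and adjusted over the list alone 7, 12 and 6. The mean log2 CPM of the signature was 9.01 ± 0.10 (SD, n = 4) in healthy LSECs, 8.26 ± 0.09 (n = 2) at day 1, 8.11 ± 0.09 (n = 4) at day 3 and 8.38 ± 0.20 (n = 4) at day 7 (exact permutation test, two-sided, p = 0.0667, 0.0286 and 0.0286, each the smallest possible). With the median over genes in place of the mean, the difference at day 7 was -0.05. Over the same days, the mean of 10 pan-endothelial genes changed by -0.16, -0.67 and -0.63, so that the signature relative to these genes changed by -0.59 (exact p = 0.0667), -0.22 (exact p = 0.2) and -0.00365 (exact p = 0.971). The 26 endothelial angiogenesis genes did not fall in the same way at days 3 and 7 (-0.08, exact p = 0.6, and -0.13, exact p = 0.314). Plpp3 (chromosome 4, 105157347 to 105232764) fell most clearly at day 3 (log2 fold change -1.38, standard error 0.26, adjusted p = 0.00868). Ntn4 (chromosome 10, 93640681 to 93747207, overlapping 3 annotated genes) was called lower at day 3 (-0.74, adjusted p = 0.0313), and Oit3 (chromosome 10, 59422958 to 59441778) at no day (-0.91, -0.73 and -0.75, adjusted p = 0.0966, 0.0668 and 0.0816), although 3, 5 and 3 of 8 alternatives called it. Fcgr2b (chromosome 1, 170958617 to 170976547), which encodes CD32b, was lower at day 3 (-0.85, standard error 0.20, adjusted p = 0.024) and shares sequence with Fcgr3, so that part of its reads is uncertain. Cells were also sorted on its protein. At day 1 the log2 fold change was -1.71 for Kdr (adjusted p = 0.0131), -2.30 for Nrp1 (adjusted p = 0.0064) and -1.50 for Mrc1 (adjusted p = 0.00756).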

Genes that were expressed higher in healthy LSECs were selected for the generation of a restricted healthy LSEC signature that should identify healthy LSECs in mice and human samples. This signature contains both novel (*PLPP3, NTN4* and *OIT3*) and well-established (*CLEC4G* and *STAB2*) genes for LSECs which show a high expression in healthy human LSECs (Figure 5B). To generate also a more restricted gene signature that can specifically identify LSECs in damaged livers instead of both damaged LSECs and ECs, we first identified genes that were differentially expressed in the damaged LSEC population in comparison to healthy endothelial cells (Figure 5C). These differentially expressed genes were compared to previously identified enriched gene sets from damaged LSECs/ECs (Figure 2A) which resulted in a damaged LSEC signature that contained only four genes: *Fabp4/5* and *Vwf/a1* (Figure 5D). These four genes were all upregulated in CCl_4_-induced liver injury after 1 day or 3 days. Moreover, these four genes are highly expressed in the damaged human LSEC population of the Ramachandran et al. (25) data set (Figure 5E). 

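Fabp4 (chromosome 3, 10204088 to 10208576) was at 1068 ± 308 CPM (SD, n = 4) in healthy LSECs, 5245 ± 64.6 (n = 2) at day 1, 1484 ± 754 (n = 4) at day 3 and 769 ± 202 (n = 4) at day 7. Its log2 fold change at day 1 was 2.30 (standard error 0.43, adjusted p = 0.00859). Its changes at days 3 and 7 were 0.48 and -0.47 (adjusted p = 0.494 and 0.484), and at day 3 1 of 8 alternatives called it higher, limma-voom with sample quality weights (0.88). Its paralog Fabp5 (chromosome 3, 10012548 to 10016607) was at 315 ± 82.7 CPM in healthy LSECs, with log2 fold changes of -0.11 at day 1 (adjusted p = 0.945), 0.60 at day 3 (standard error 0.34, adjusted p = 0.328) and 0.08 at day 7 (adjusted p = 0.923). Similar sequence leaves the split of reads between the 2 paralogs uncertain. Fabp5 was called higher at day 3 only by the same alternative (log2 fold change 0.89). Vwf (chromosome 6, 125546774 to 125686679) rose from 8.30 ± 2.98 CPM to 15.7 ± 1.54 at day 1 (0.92, adjusted p = 0.587) and 42.6 ± 45.5 at day 3 (2.36, standard error 0.64, adjusted p = 0.0413, called in 5 of 8 alternatives). The SD at day 3 is larger than the mean, and Vwf stood at 20.7 ± 9.10 CPM at day 7. Without one sample, the log2 fold change of Vwf at day 3 ranged from 1.33 to 2.61, and 2 of 8 fits kept the call. Vwa1 (chromosome 4, 155768149 to 155774698), which overlaps Atad3aos and Gm26840, was at 0.526 ± 0.181 CPM in healthy LSECs and 2.54 ± 1.12 at day 1 (2.27, standard error 1.07, adjusted p = 0.291), 1.17 ± 0.967 at day 3 and 1.08 ± 0.444 at day 7. Both samples of day 1 lay above all healthy samples for Vwa1 (exact permutation test, two-sided, p = 0.0667), and 2 of 7 alternatives called it higher there. The mean log2 CPM of the 4 genes was 5.09 ± 0.13 in healthy LSECs, 6.44 ± 0.03 at day 1 (exact p = 0.0667), 5.74 ± 1.47 at day 3 (exact p = 0.314) and 5.53 ± 0.44 at day 7 (exact p = 0.143). With the median over the 4 genes the difference at day 1 was 0.44 in place of 1.36. The paper obtains the signature as the genes that are both higher in damaged LSECs than in healthy endothelial cells and in its earlier list of genes enriched in damaged LSEC/ECs. It then reports their rise after CCl4 and their expression in damaged human LSECs (Fig. 5D,E).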

The expression of two healthy and damaged LSEC signature genes were validated using qPCR and confirmed the RNAseq data (Supplementary Figure 2A).

**Figure 5:**
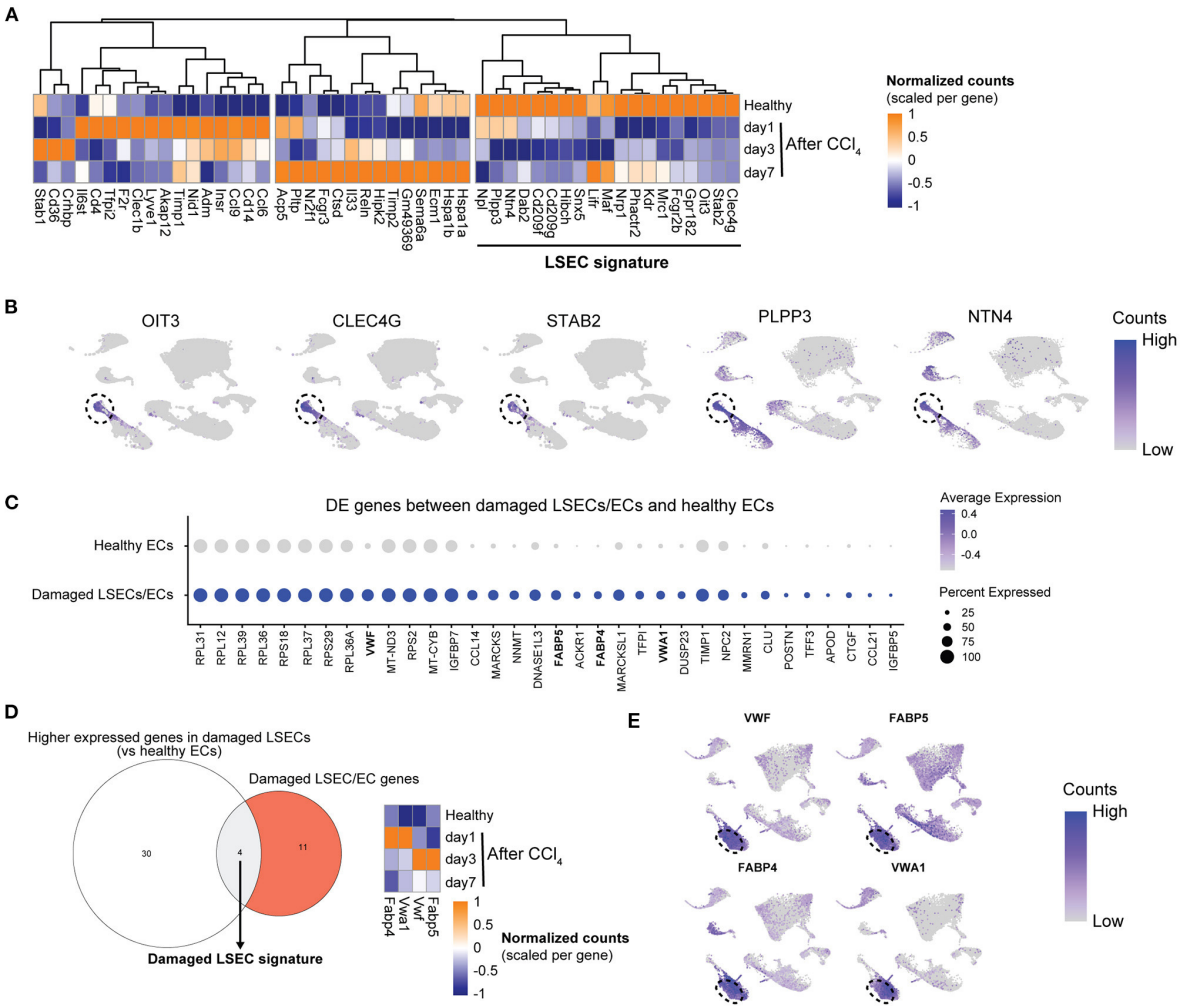
Development of an LSEC and a damaged LSEC gene signature. **(A)** Heatmap of the enriched healthy human LSEC genes in LSECs from healthy and acutely injured mouse livers. The genes used for the LSEC signature are underlined. **(B)** UMAP plot of Ramachandran et al. (25) dataset with gene expressions in healthy livers for LSEC signature genes with the LSEC population marked by the dotted line. **(C)** Dot plot of differentially expressed genes between damaged LSEC/EC population and healthy ECs from Ramachandran et al. (25). **(D)** Venn diagram of genes higher expressed in damaged LSECs from **(C)** and damaged LSEC/EC signature. The damaged LSEC signature is represented by the overlapping region. Heatmap of LSEC signature genes in LSEC from healthy and acutely injured livers. **(E)** UMAP plot of Ramachandran et al. (25) dataset with gene expression from damaged LSEC signature genes in cirrhotic livers. Damaged LSEC population is marked by the dotted line.

Next, we wanted to examine if scRNAseq data sets of LSECs from healthy and diseased livers can be identified as such with these two LSEC signatures. As samples can differ quite a lot between studies due to a different definition of healthy subjects, different isolation methods, different scRNAseq approaches, different etiologies and species we validated our newly generated LSECs signatures in 4 independent scRNAseq data sets of healthy human livers (21, 24) and healthy or diseased (NASH and fibrotic) mouse livers (26, 32) (Supplementary Figure 6). Using the LSEC signature we could show a higher gene signature score in LSEC-related populations in healthy human livers compared to all other cell populations (Figures 6A,B). Moreover, the damaged LSEC signature shows a low gene signature score in all liver cell types in healthy human livers except for a slightly higher gene signature score for periportal LSECs and (portal) ECs. These results confirm that quantification of LSEC signatures (scores) can be used to identify LSECs in scRNAseq data of human healthy livers. Unfortunately, we could not validate our signatures in a different scRNAseq data set of cirrhotic patients due to the lack of publicly available human data. Next, we validated the LSEC signatures using scRNAseq data of healthy and diseased (NASH and fibrotic) mouse livers (26, 32). In both data sets, the LSEC/EC populations from control livers have a high LSEC signature score, but is also still present (but lower) in NASH and fibrotic livers. More importantly, the damaged LSEC signature score is higher in LSEC/EC population from NASH livers, and to a lesser extend in CCl_4_ livers, indicating that LSECs are damaged and can be identified in NASH and fibrotic livers using these 4 genes (Figures 6C,D). These findings demonstrate that the LSEC signatures can be used to identify and distinguish damaged LSECs from healthy LSECs in scRNAseq data of human and mouse livers.

**Figure 6:**
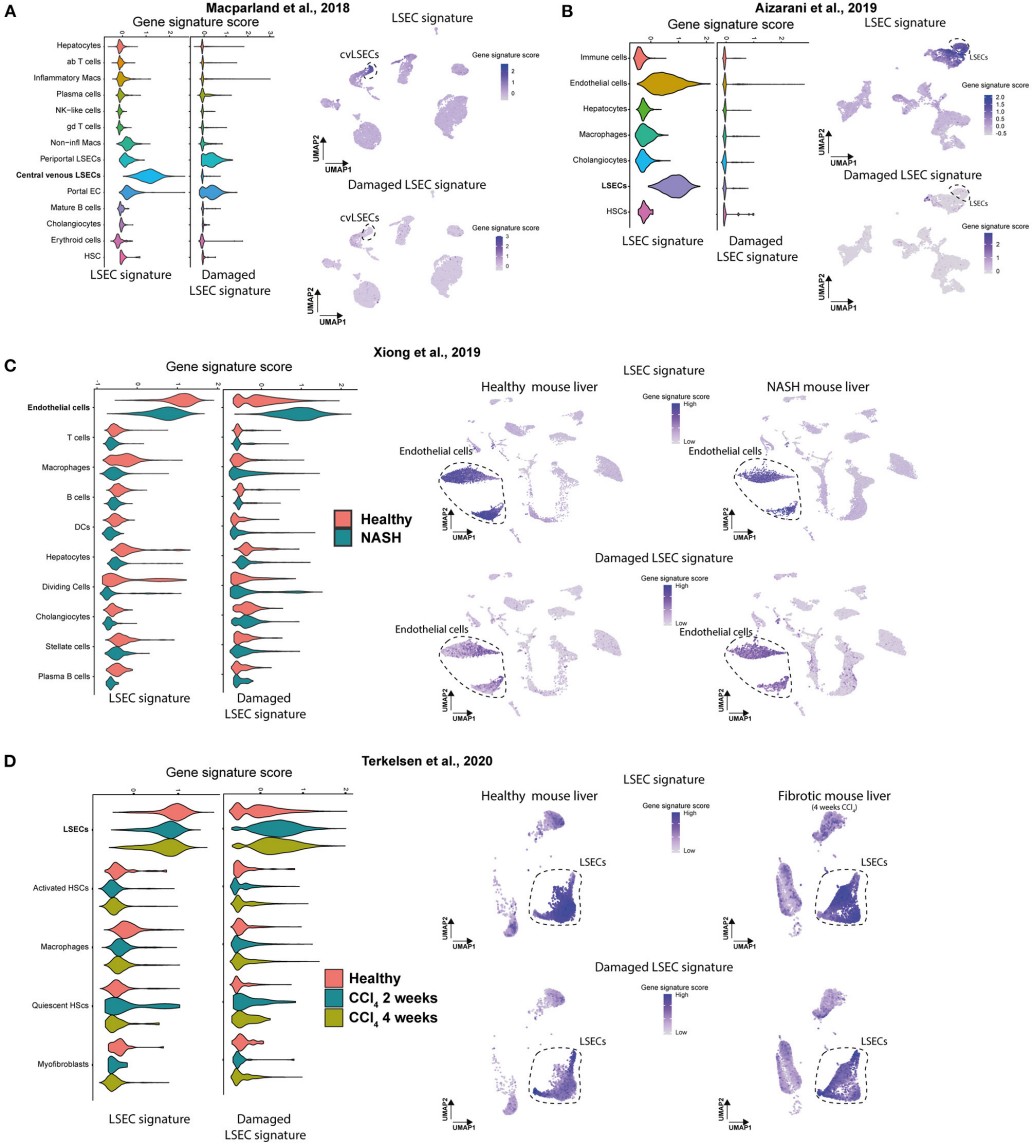
Gene signature scores of LSEC signatures in scRNAseq data of human and mouse livers. **(A,B)** Gene set enrichment score (Violin plot left) of both signatures and UMAP plot of scRNAseq data of healthy human livers with gene set enrichment score of both signatures in purple (right). Results were obtained with the use of the dataset of Macparland et al. (24) and Aizarani et al. (21). **(C,D)** Gene set enrichment score (Violin plot, left) of both signatures and UMAP plot of scRNAseq data of (NASH and fibrotic) mouse livers with gene set enrichment score of both signatures in purple (right). Results were obtained with the use of the dataset of Xiong et al. (26) and Terkelsen et al. (32).

## Discussion

LSECs are important for liver homeostasis and play a pivotal role in both acute and chronic liver injury by influencing HSCs and other cell types in the liver. ScRNAseq studies identified numerous EC populations and revealed well-established and novel LSEC markers for LSECs in healthy and disease states. However, most studies use one specific mouse model (12, 26, 32) or only human cirrhotic livers (25). In this study we sought to generate LSEC signatures that can identify healthy and damaged LSEC populations in multiple transcriptome data sets. We first focussed on genes enriched in LSEC or damaged LSEC/EC in the human liver scRNAseq data of Ramachandran et al. (25). Using these enriched human gene sets we could show that in cirrhotic livers of patients suffering from HBV, HCC, ASH, and NASH there is a clear enrichment of damaged LSECs. Subsequently, we showed that during acute liver injury in mice certain LSEC specific genes are quickly downregulated which resulted in a more specific LSEC signature that can identify healthy LSECs in mouse and human scRNAseq data. Finally, we developed a damaged LSEC signature comprised of Fabp4/5 and Vwf/a1 that can identify damaged LSECs in transcriptome data of NASH and fibrotic mouse livers.

In this study we used CCl_4_ to induce an acute liver injury and to evaluate whether the transcriptional changes that occur in LSECs in chronic liver disease already occur upon acute liver damage. After an acute liver injury we observed that LSECs quickly change their phenotype by upregulating Lyve1, by temporarily downregulating CD32b, proliferating and upregulating ECM genes after 3 days of CCl_4_. Previous studies showed that LSECs can produce a basement membrane during chronic liver injury by deposition of Collagen 4 and Laminin (52, 53, 55). Interestingly, in the data of Ramachandran et al. (25), we also see the expression of *COL4A1* and *COL4A2* mainly in the damaged LSEC/EC population (Supplementary Figure 7) indicating that primarily LSECs express *COL4A1* and *COL4A2* in chronically injured human livers. Here, we could show that Collagen 4 deposition is already initiated during acute liver injury.

Here we defined an LSEC signature that contains several well-established LSEC markers such as the scavenger receptors *STAB2, CLEC4G, CD209, MRC1*, and *CD32B* (*Fcgr2b*) but also receptors important for VEGF signaling such as *KDR* and *NRP1* (Figure 5). The expression of some of these markers (*STAB2* and *CLEC4G*) has been shown to decrease during chronic liver disease (47). Other genes in this signature are less known but have been mentioned mainly in gene profiling studies (*OIT3, NPL*) (24, 56, 57). Genes that showed a higher expression after acute liver injury in mice were not included in the LSEC signature, such as *LYVE1* and *STAB1*. However, we would like to note that these genes could still be useful markers because the induction is scaled per gene, meaning that there is an induction of expression but this induction could be insignificant if the expression of that certain gene is already very high in the LSEC population. 

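Stab1 (chromosome 14, 31139013 to 31168641) was at 947 ± 121 CPM (SD, n = 4) in healthy LSECs, 815 ± 99.5 (n = 2) at day 1, 1021 ± 408 (n = 4) at day 3 and 819 ± 176 (n = 4) at day 7. Its log2 fold changes were -0.22 (standard error 0.34, adjusted p = 0.83), 0.11 (0.27, adjusted p = 0.856) and -0.21 (0.27, adjusted p = 0.706), all within the spread between mice. At day 3 limma-voom with sample quality weights gave -0.09, the opposite sign. Stab1 overlaps Nt5dc2. For Lyve1, the lowest of 2 samples at day 1 lay above every healthy sample, as did the lowest of 4 at day 3 (exact permutation test, two-sided, p = 0.0667 and 0.0286).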

There were several other LSEC enriched genes, such as *CLEC1B, CD14, IL33*, and *CCL6/9*, that showed an induction after acute liver injury and that have been mentioned in other gene profiling studies. This indicates that inflammation could play a role in LSECs during acute liver injury. 

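Cd14 (chromosome 18, 36725067 to 36726798) went from 120 ± 37.2 CPM (SD, n = 4) in healthy LSECs to 651 ± 330 (n = 2) at day 1, 452 ± 237 (n = 4) at day 3 and 355 ± 36.4 (n = 4) at day 7. Its log2 fold changes were 2.43, 1.91 and 1.56 (adjusted p = 0.00511, 0.00817 and 0.0358). Ccl6 (chromosome 11, 83587882 to 83593087, overlapping E230016K23Rik) rose by 3.91, 2.88 and 2.08 (adjusted p = 0.0119, 0.0237 and 0.099). Its neighbour Ccl9 (chromosome 11, 83572919 to 83578636) rose by 4.31, 4.12 and 3.21 (adjusted p = 0.00892, 0.00707 and 0.0315). Sequence shared between the 2 chemokine genes leaves their split uncertain. With the score of monocyte and neutrophil markers in the model, the log2 fold change at day 1 was 1.23 for Cd14, 0.99 for Ccl6 and 1.37 for Ccl9. Il33 (chromosome 19, 29925114 to 29960718) was at 14.4 ± 4.51 CPM in healthy LSECs and changed by -0.01 (adjusted p = 1), 1.04 (adjusted p = 0.213) and 1.27 (adjusted p = 0.149). Only limma-voom with sample quality weights called it, at day 3 (1.70) and day 7 (1.23).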

*TIMP1* and *TIMP2*, often associated with HSCs, also show an induction. 

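Timp1 (chromosome X, 20870166 to 20874735, inside an intron of Syn1) was at 2.00 ± 0.716 CPM (SD, n = 4) in healthy LSECs, 64.4 ± 15.4 (n = 2) at day 1, 37.8 ± 19.5 (n = 4) at day 3 and 48.5 ± 43.5 (n = 4) at day 7. Its log2 fold changes were 5.01 (standard error 0.70, adjusted p = 0.00128), 4.24 (0.64, adjusted p = 0.00271) and 4.60 (0.65, adjusted p = 0.00481). With the stellate marker score in the model the change at day 7 was 3.68 (adjusted p = 0.173). Timp2 (chromosome 11, 118301069 to 118355740, overlapping Cep295nl) was at 80.9 ± 16.3 CPM in healthy LSECs and 35.3 ± 11.0, 75.2 ± 24.3 and 141 ± 61.0 at the 3 days. Its log2 fold change was -1.20 at day 1 (standard error 0.41, adjusted p = 0.133), -0.11 at day 3 (adjusted p = 0.884) and 0.80 at day 7 (standard error 0.32, adjusted p = 0.175). DESeq2, a model of only the 2 groups compared and limma-voom with sample quality weights called Timp2 lower at day 1. The last also called it higher at day 7.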

Further analysis of these genes in data from Ramachandran et al. (25) showed a strong expression of *TIMP1* and *TIMP2* in LSECs and endothelial cells from human livers indeed showing that these cells do express *TIMP1* and *TIMP2* (Supplementary Figure 8). However, TIMP1 and 2 were not expressed in LSECs or endothelial cells from scRNAseq data from Xiong et al. (26). The damaged LSEC signature contains the known capillarization marker *VWF*, and genes *VWA1, FABP4*, and *FAPB5*. Further investigation of the literature shows that protein expression of these signature genes are indeed associated with a damaged LSEC phenotype in mice and human. For example, *FAPB4*, also known as (adipocyte) fatty acid binding protein 4, was recently found to be upregulated in LSECs during liver fibrosis, can promote LSEC capillarization and is suggested to be a key regulator involved in the onset and progression of fibrosis in two liver fibrosis models in mice (58). In addition, FABP4 is also overexpressed in patients with HCC (59). Multiple studies have shown that vWF is not expressed by LSECs in healthy livers but is increased in LSECs during fibrosis in several animal models, for example after CCl_4_ treatment in mice and rats (60, 61), and NASH with or without cirrhosis in rats (62). Moreover, vWf^+^ LSECs were significantly correlated to the fibrosis stage in patients with cirrhosis (63) and a higher vWF expression has been linked to old age and pseudocapilarization (64). Targeting LSECs to alleviate fibrosis through one of these 4 genes could be an option as it was recently shown that the treatment with the *FABP4* selective inhibitor BMS309403 alleviated lipopolysaccharide induce acute liver injury and high fat diet-induced NASH in mice (65), and a knockout of *FABP4* reduces fibrosis in CCl_4_ and bile duct ligation model in mice (58).

The use of microarray or bulk-seq profiling data can mask the fact that the gene expression signal detected represents only a small portion of a total LSEC population. Few dedifferentiated or damaged LSECs could be responsible for the enrichment of the damaged LSEC/EC gene sets. To obtain more insight into the abundance of dysfunctional LSECs in human and (damaged) mouse livers, more specific LSEC gene signatures were validated in scRNAseq datasets. In this study scRNAseq datasets of different liver disease models were used; two healthy human scRNAseq data sets (21, 24) and two mouse healthy and NASH/fibrotic data sets (26, 32). The recent dataset from Su et al. (12) was not included due to a potential contamination of duplets, making incorporation of this dataset in this study problematic (data not shown). In healthy human livers, the LSEC signature separates LSECs from other liver cells, and only a low signature score is present for periportal LSECs and portal ECs when the damaged LSEC signature is used. Nevertheless, it remains difficult to separate portal and central endothelial cells from portal and central LSECs as they cluster strongly together because LSECs still express endothelial markers such as *CD31* or *CD105* even though these markers have been reported to be lower in LSECs (11, 12). In both healthy and NASH/fibrotic mouse livers, the LSEC signature was abundantly expressed even though the gene signature score is clearly lower in NASH/fibrotic livers which suggests that LSECs partly lose their phenotype in chronic liver disease. More importantly, the damaged LSEC signature had clearly a high gene signature score in all cells of the LSEC/EC population of NASH livers which indicates that all LSECs are damaged in NASH/fibrotic mouse livers. Further scRNAseq analysis of acutely injured mice or human livers would shed more light on the independent changes of different endothelial and LSEC populations and could give more insight into early mechanisms of LSEC-dysfunction or capillarization. A next step in this research could be a larger prospective sequencing effort on biopsy material of livers at different stages of chronic liver disease, or recovering from liver disease, to evaluate whether one can correlate the rise of a healthy LSEC signature to the improvement of liver fibrosis while a certain level of the damaged LSEC signature can predict progression of the liver disease. Some proteins from the damaged signature could be measured in blood and correlated to the development of fibrosis. For example FABP4 in the blood is already positively correlated to the fibrosis stage and inflammatory grade in patients with NAFLD and NASH (66). In addition, protein levels of the damaged LSEC signature genes could serve as biomarkers for the extent of LSEC damage in acute liver injury, as LSEC damage occurs in ischemia-reperfusion, drug-induced liver injury and hepatic sinusoidal obstruction syndrome (67). For instance, one study showed that FABP4 was elevated in the serum of mice with acute liver injury induced by a single injection of LPS (65). Moreover, in patients with acute liver injury and acute liver failure, vWF is elevated in the serum, but could not be correlated to poor disease outcome (68). One should note that in this study vWF levels could have been affected as blood samples were also collected after NAC administration.

To conclude, we showed that the transcriptome of LSECs transform into a cirrhotic transcriptome independent of the etiology in multiple microarray datasets from human livers. In addition, two unique LSEC signatures were developed and validated in several independent scRNAseq datasets, demonstrating that these signatures can recognize LSECs in healthy and chronically injured livers. Moreover, using several scRNAseq data sets we showed that all LSECs isolated from NASH/fibrotic mouse livers have a damaged LSEC expression profile. These results indicate that during mouse and human chronic liver disease, the change of LSECs toward a cirrhotic dysfunctional phenotype is strong and highlights the potential of LSECs as a therapeutic target for chronic liver disease.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article.

## Ethics Statement

The animal study was reviewed and approved by Ethical Committee of Animal Experimentation of the Vrije Universiteit Brussel.

## Author Contributions

SV and EO: conceptualization, investigation, methodology, formal analysis, validation, visualization, data curation, and writing—original draft. VD: investigation and formal analysis. NE: methodology and formal analysis. IM: investigation and methodology. LG: conceptualization, funding acquisition, data curation, and writing—review and editing. All authors contributed to the article and approved the submitted version.

## Funding

SV was supported by Fund of Scientific Research Flanders (FWO–V) junior post-doctoral fellowship (1243121N). EO was supported by Wetenschappelijk Fonds Willy Gepts of the UZ Brussel (WFWG20-23). VD was supported by FWO 1192920N. IM was supported by FWO–V senior post-doctoral fellowship 12N5419N. The work was also supported by grants awarded to LG European Union's Horizon 2020 research and innovation program under the Marie Sklodowska-Curie Grant Agreement No. 766181, project DeLIVER and FWO-V (G030616 N, G042719 N).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Gene Signatures Detect Damaged Liver Sinusoidal Endothelial Cells in Chronic Liver Diseases
**Source:** Front Med (Lausanne). 2021 Oct 20;8:750044. doi: 10.3389/fmed.2021.750044
**Supplement:** Supplementary file 1

# **Supplementary data**

**
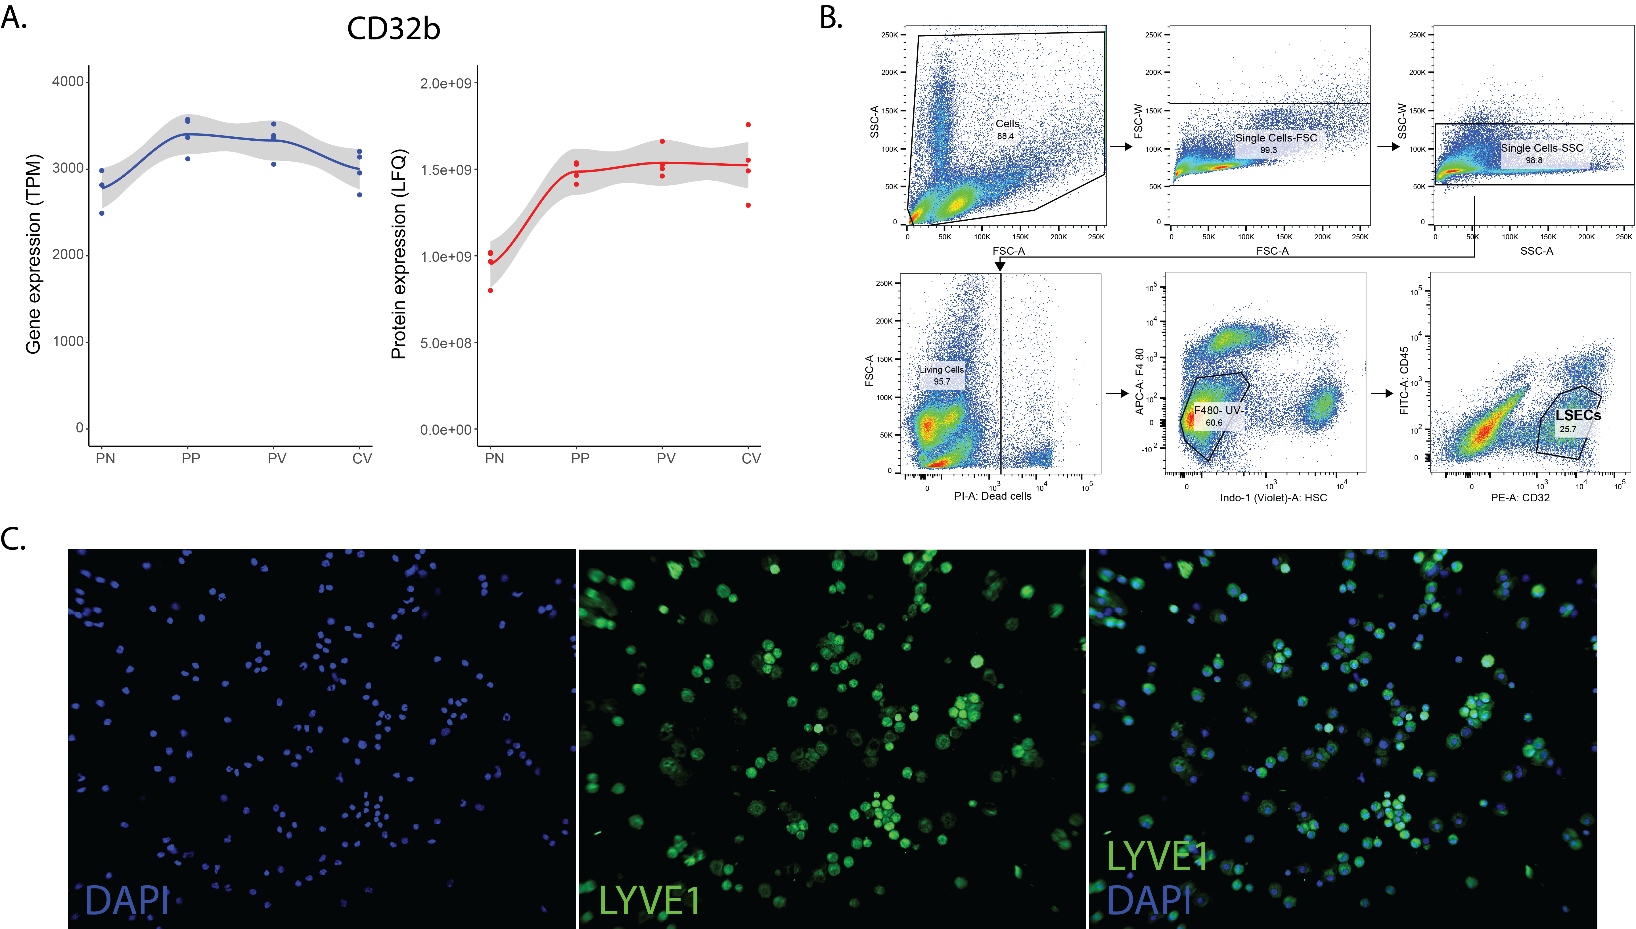
Supplementary Figure 1. Sorting strategy applied for isolation of LSECs after acute injury.** (A) mRNA (left) and protein (right) expression of CD32b in portal node (PN), peri-portal (PP), peri-central (PC), and central vein (CV) endothelial cells which shows CD32 expression in all LSECs. Data used from Inverso et al., 2021. (B) In SSC vs FCS density plot cells were selected to remove cell debris. FCS-W vs FCS-A and SSC-W vs SSC-A density plot were used to exclude doublets. Single cells positive for PI were identified as dead cells and excluded from the sort. Populations positive for CD32 and negative for F4/80 (Kupffer cells marker), UV (autofluorescence from HSCs) and CD45 (immune cells) were identified as LSECs and sorted for bulk RNA-seq. (C) Cytospins of CD32^+^UV^-^F4/80^-^CD45^-^ sorted cells were stained for Lyve1 (LSEC) and DAPI (nucleus).

**
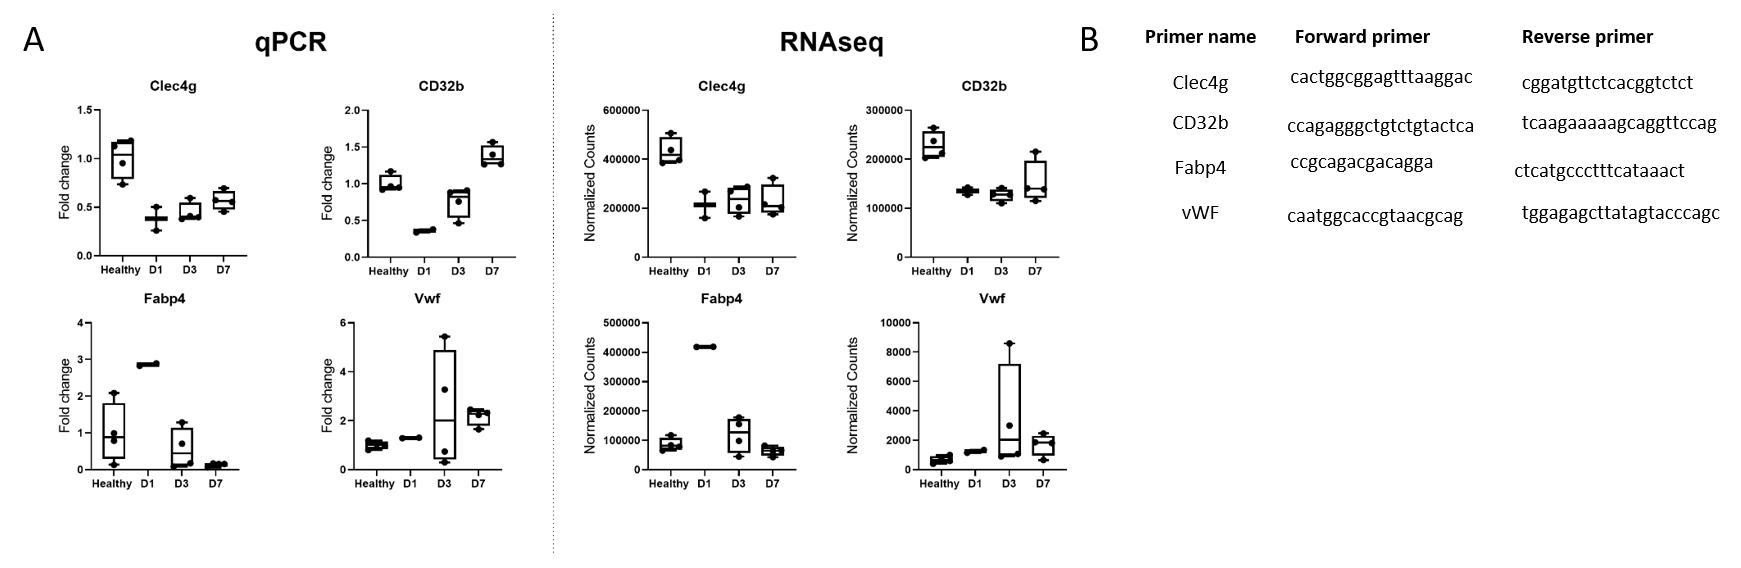
Supplementary Figure 2. Validation of RNAseq by qPCR.** (A) Gene expression of selected group of signature genes in LSECs of healthy mice and CCl_4_ treated mice. (B) Primers used for qPCR validation.

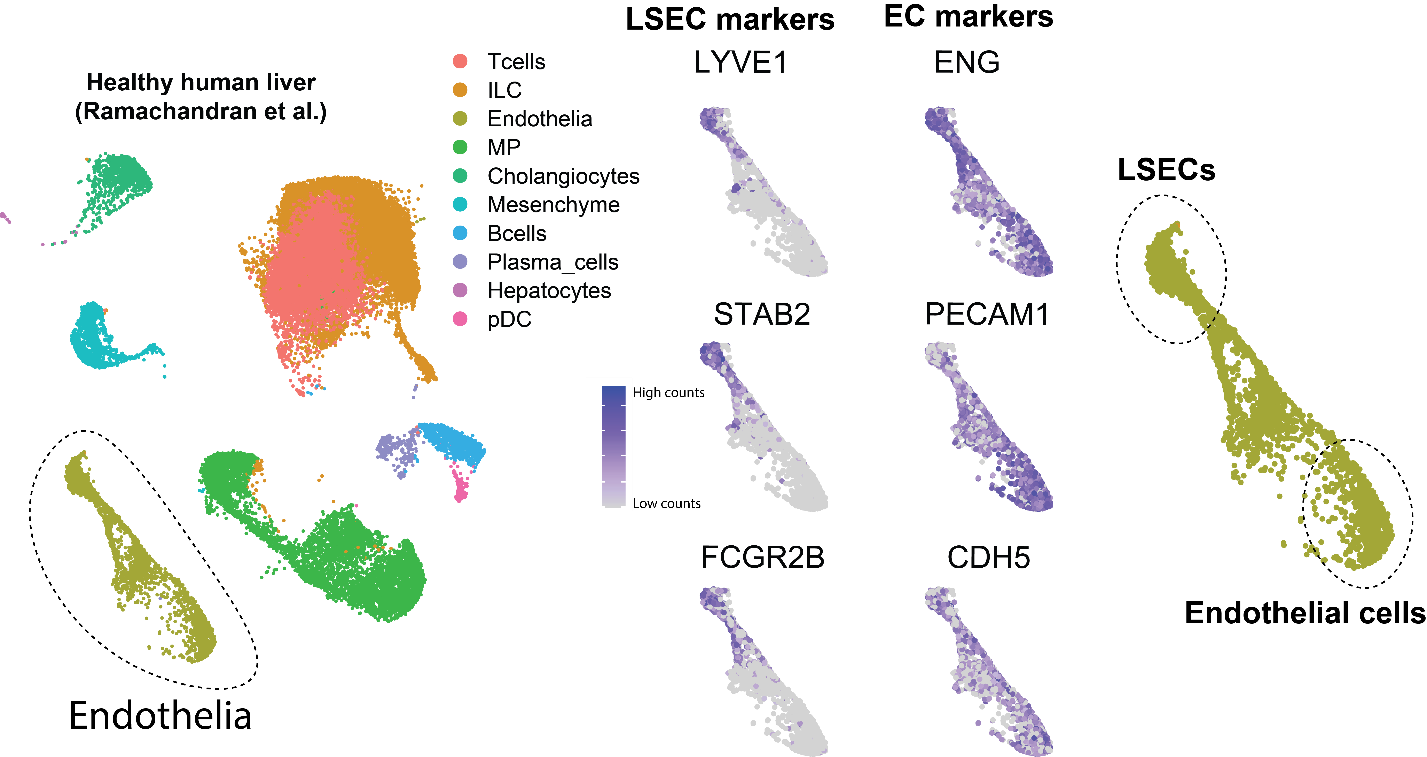

**Supplementary Figure 3. Identification of LSECs and endothelial cells in healthy human livers.** UMAP of scRNAseq data of healthy human livers with LSECs and EC marker expression depicted in purple in the endothelial cell population to identify LSECs and ECs. Data used from Ramachandran et al., 2019.

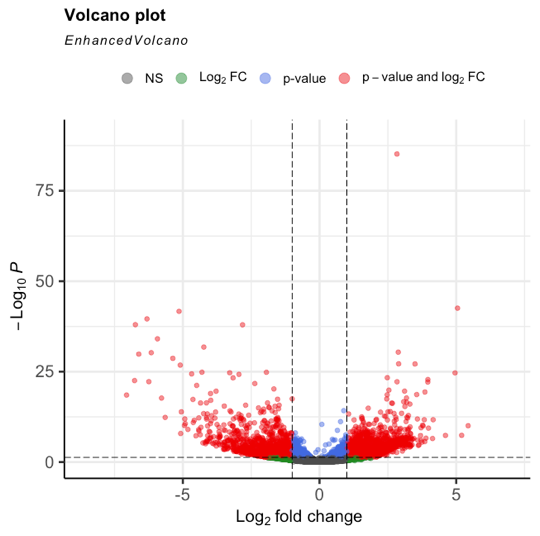

**Supplementary Figure 4. Vulcano plot of differentially expressed genes (red) in LSECs isolated from 1 day CCl_4_-treated mice vs LSECs from healthy mice.**

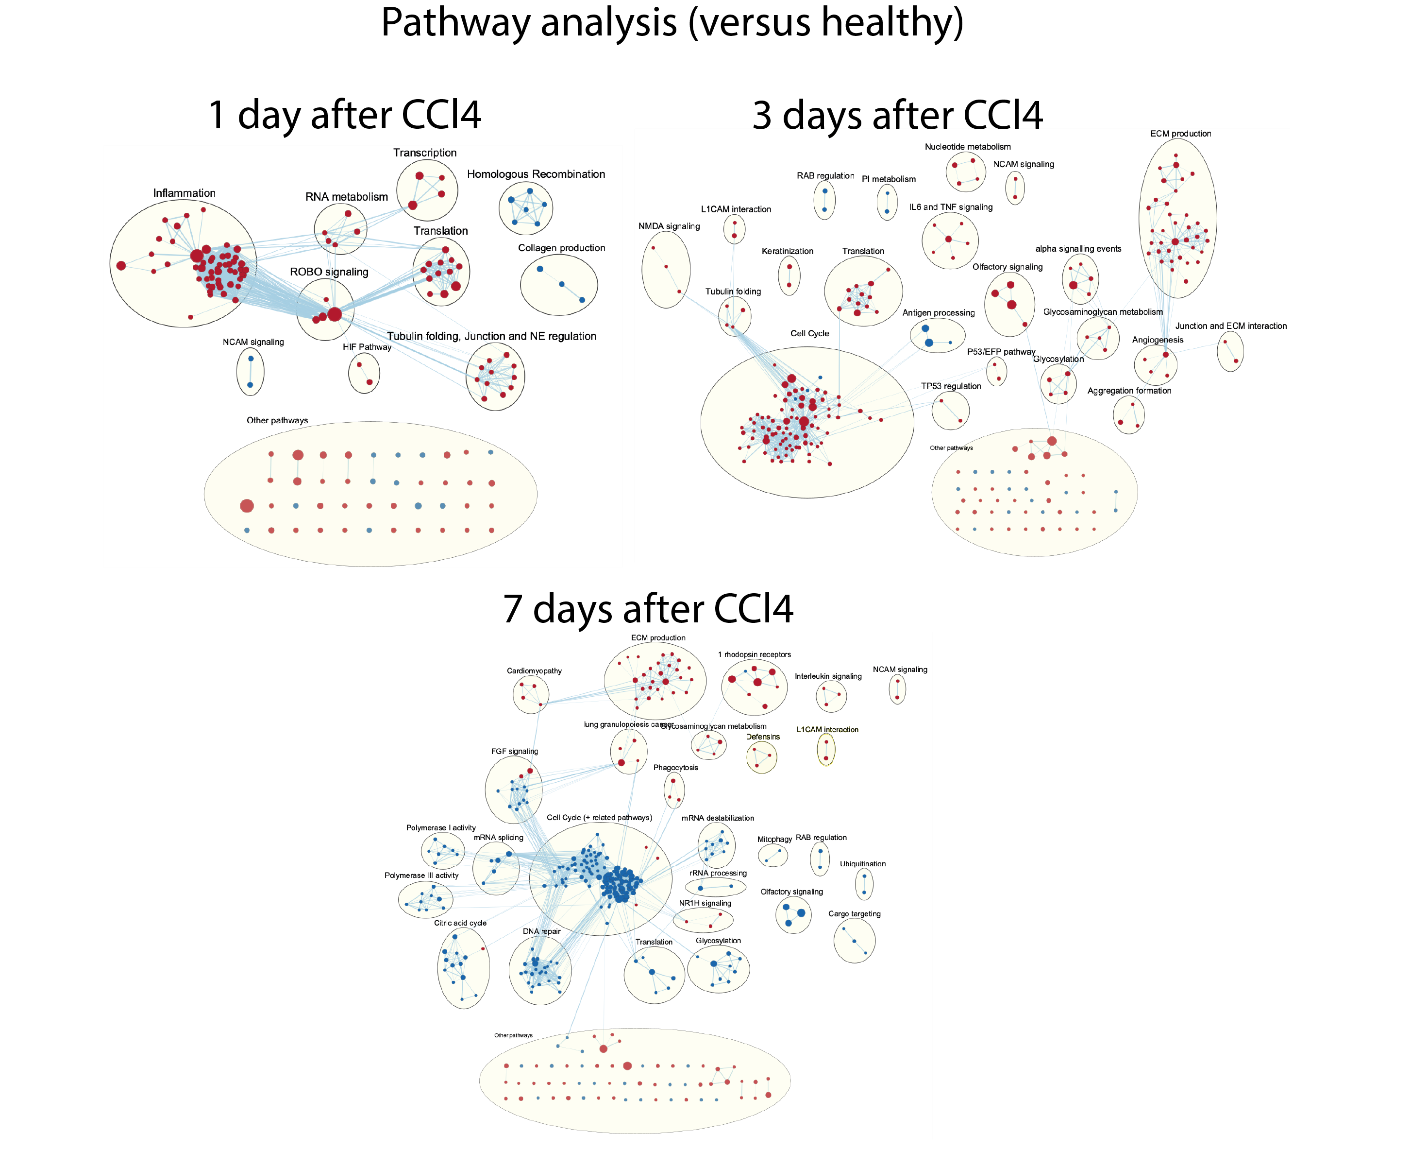

**Supplementary Figure 5. GSEA pathway analysis on LSECs from CC**l**_4_ treated livers compared to LSECs from a healthy liver.** Enrichmentmap of enriched pathways (higher enrichment=red or lower enrichment =blue) from Cytoscape in LSECs 1, 3 and 7 days after acute liver injury vs healthy liver.

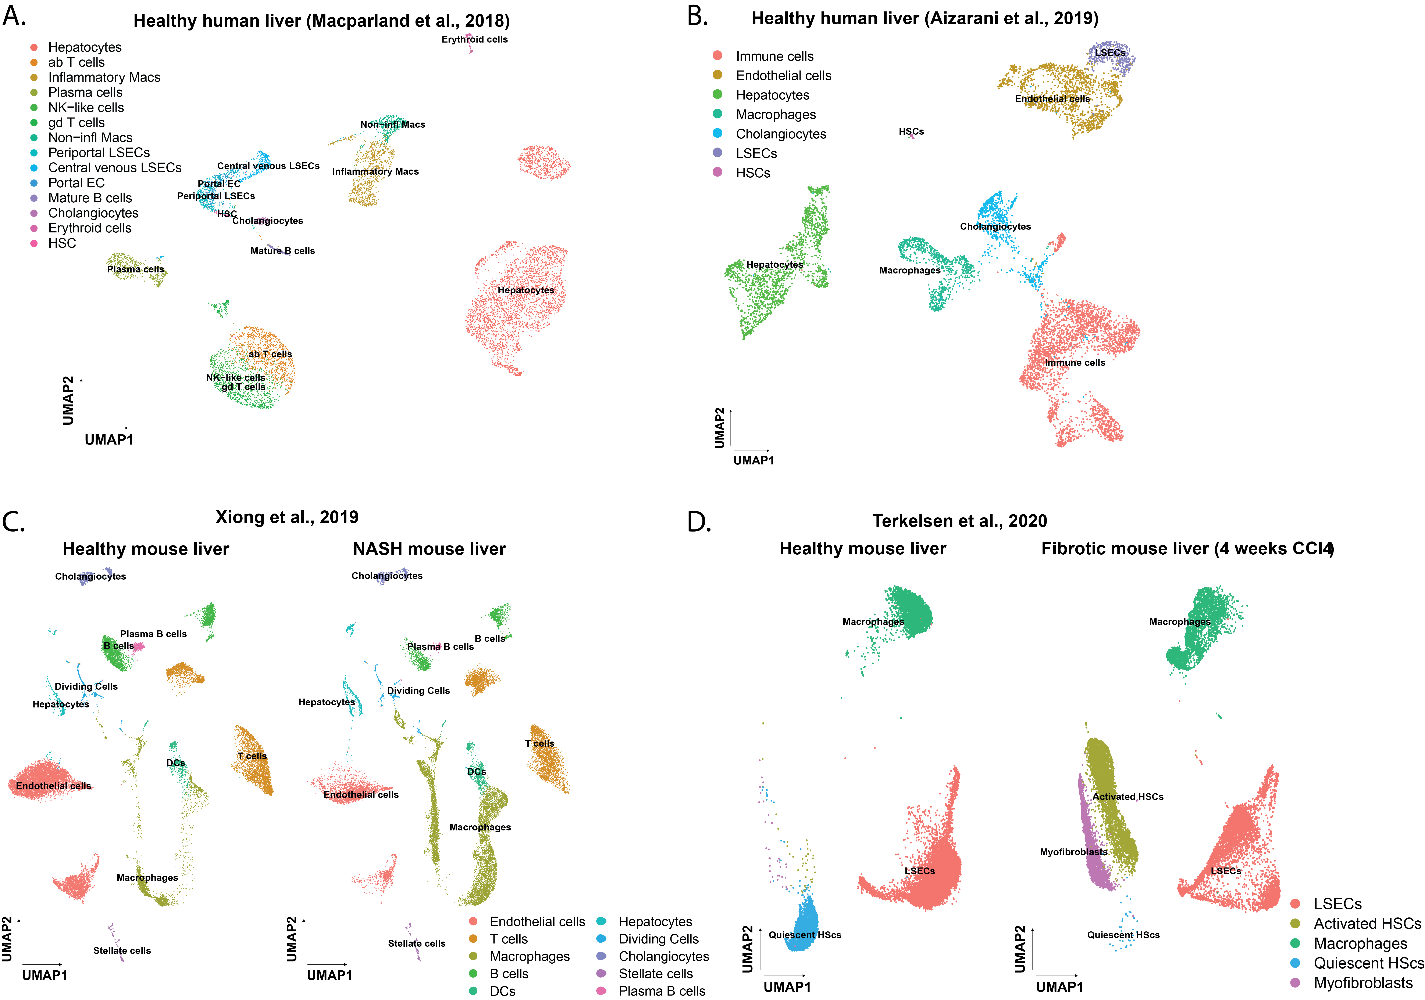

**Supplementary Figure 6. Cell populations in healthy and NASH/fibrotic mouse livers.** UMAP of scRNAseq data of healthy (A-B) and NASH/fibrotic mouse livers (C-D). Raw counts of each dataset have been normalized and clustered based on cell type specific markers used in the publication. All analysis was performed using R package Seurat.

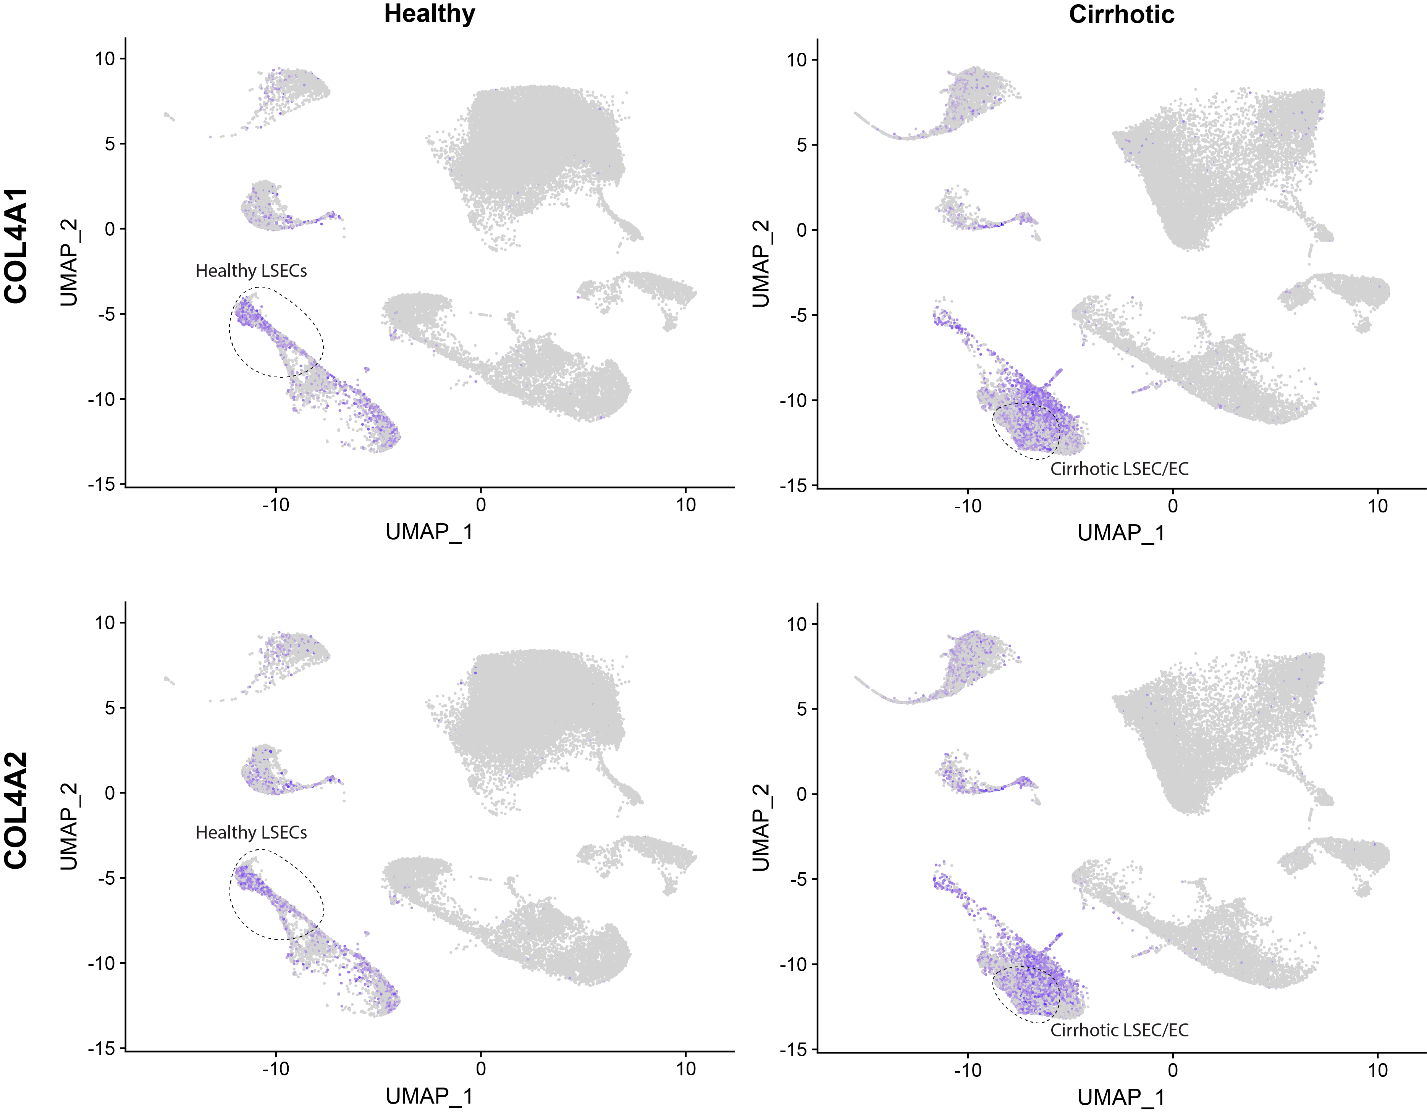
 **Supplementary Figure 7. COL4A1 and COL4A2 expression healthy and cirrhotic human livers.** UMAP of scRNAseq data of healthy and cirrhotic human livers from Ramachandran et al., 2019 with COL4A1 and COL4A2 expression depicted in purple in the LSEC and LSEC/EC population.

**
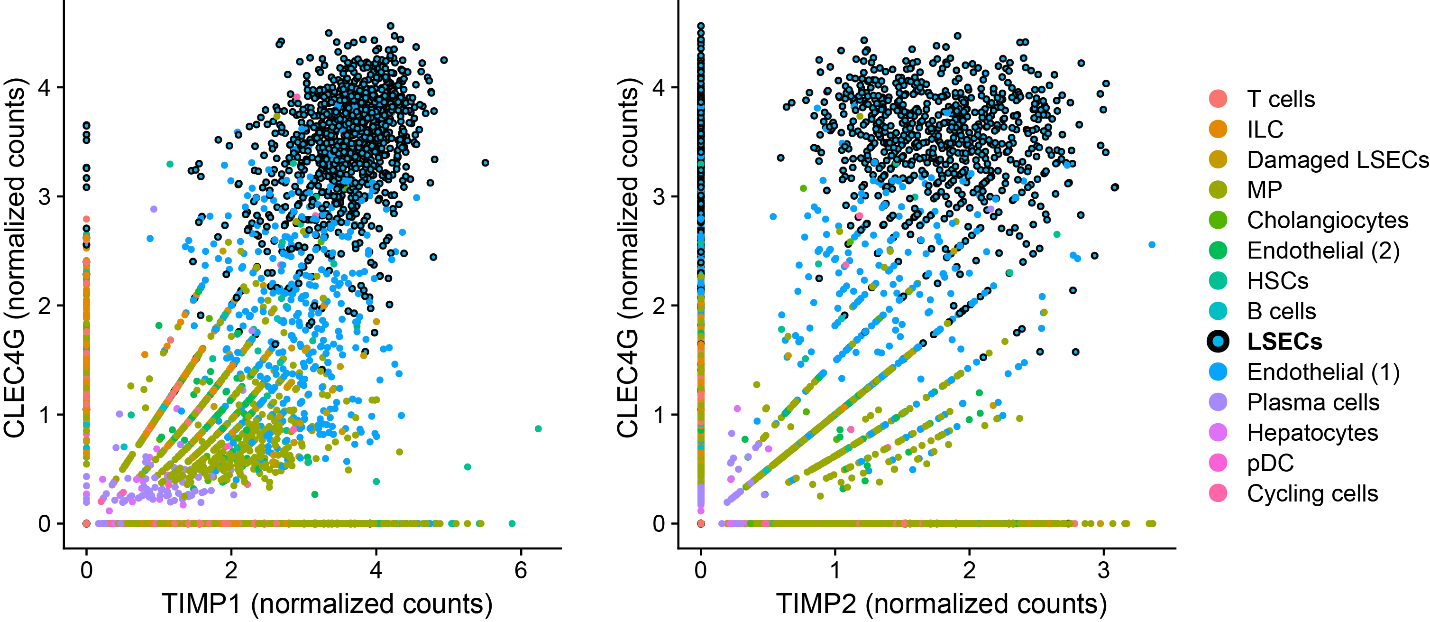
 Supplementary Figure 8. Gene expression of TIMP1/TIMP2 and CLEC4G in all liver cell types.** Normalized counts for expression of CLEC4G and TIMP1/2 in cells from healthy human liver from data Ramachandran et al., 2019. LSECs have both high expression for CLEC4G and TIMP1/2 indicating that LSECs do express TIMP1 and TIMP2.

**Supplementary Table 1.** Genes enriched in LSEC from healthy and cirrhotic human livers. Genes in bold were used for signatures.

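The table pairs human genes with their mouse counterparts in 2 lists, one for LSECs from healthy livers and one for damaged LSEC/ECs from cirrhotic livers, and marks in bold the genes kept for the 2 signatures. The lists come from human single cell data. A gene entered a list when its expression was higher in the LSEC population than in every other liver cell population and also higher than in LSECs of the other condition. The healthy list holds 50 mouse genes, 19 of them in bold, and the damaged list 15, 4 of them in bold. In the mouse LSECs analysed here, 49 genes of the healthy list and all 15 of the damaged list had enough counts to be tested.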

| Genes enriched in human LSECs | | | |  |  |
| --- | --- | --- | --- | --- | --- |
| Healthy liver | | | | **Damaged liver** | |
| *Human gene symbol* | *Mouse gene symbol* | *Human gene symbol* | *Mouse gene symbol* | *Human gene symbol* | *Mouse gene symbol* |
| PLPP3 | **Plpp3** | F2R | F2r | CD34 | Cd34 |
| LIFR | **Lifr** | NID1 | Nid1 | CLEC14A | Clec14A |
| DAB2 | **Dab2** | INSR | Insr | ECSCR | Ecscr |
| IL33 | Il33 | **FCGR2B** | **Fcgr2b** | **FABP4** | **Fabp4** |
| NPL | **Npl** | FCGR2B | Fcgr3 | **FABP5** | **Fabp5** |
| STAB2 | **Stab2** | **NRP1** | **Nrp1** | FKBP1A | Fkbp1a |
| CD14 | Cd14 | CD36 | Cd36 | PECAM1 | Pecam1 |
| NTN4 | **Ntn4** | **OIT3** | **Oit3** | PLPP1 | Plpp1 |
| CD4 | Cd4 | STAB1 | Stab1 | PLVAP | Plvap |
| SEMA6A | Sema6a | ADM | Adm | RBP7 | Rbp7 |
| IL6ST | Il6st | LYVE1 | Lyve1 | RGCC | Rgcc |
| NR2F1 | Nr2f1 | TIMP2 | Timp2 | SOX18 | Sox18 |
| ECM1 | Ecm1 | TIMP1 | Timp1 | SPARCL1 | Sparcl1 |
| MAF | **Maf** | **CLEC4G** | **Clec4g** | **VWA1** | **Vwa1** |
| HSPA1A | Hspa1b | HIPK2 | Hipk2 | **VWF** | **Vwf** |
| HSPA1A | Hspa1a | RELN | Reln |  |  |
| HIBCH | **Hibch** | AKAP12 | Akap12 |  |  |
| CLEC1B | Clec1b | CRHBP | Crhbp |  |  |
| MRC1 | **Mrc1** | CTSD | Gm49369 |  |  |
| PHACTR2 | **Phactr2** | CTSD | Ctsd |  |  |
| GPR182 | **Gpr182** | TFPI2 | Tfpi2 |  |  |
| CLEC4M | **Cd209f** | PLTP | Pltp |  |  |
| CLEC4M | **Cd209g** | **SNX5** | **Snx5** |  |  |
| KDR | **Kdr** | CCL23 | Ccl9 |  |  |
| ACP5 | Acp5 | CCL23 | Ccl6 |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

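RNA sequencing was analysed for LSECs sorted from 4 healthy mice and from mice 1 day (2 mice), 3 days (4 mice) and 7 days (4 mice) after a single dose of CCl4, 14 samples in 4 groups. Each sample is a different mouse, and the groups were taken from the sample labels and the paper. The authors checked and trimmed the reads with FastQC and AfterQC, mapped them with STAR to GRCm38.p6, assembled them with StringTie, and deposited whole-number read counts per Ensembl gene, one column per sample, without normalization. The paper's text does not name the annotation release, whether counting used the strand, or how StringTie's output became whole numbers. It describes the sequencing once as paired-end and once as single-end. No column of the deposited table was left unused. The paper's staining, blood values, qPCR, and human and single cell data sets were not analysed here.

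Total counts per sample ran from 46401496 to 103912264. A gene below 3 counts in a sample was treated as not detected, which covers counting error only. Of 54524 genes, 9902 had no count in any sample, and 54495 were found in GENCODE vM21, which gave names, positions, overlapping genes, gene length and GC content. Because the use of strand is not stated, counts of genes that overlap another gene are uncertain. Counts of paralogs with similar sequence are uncertain too.

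Genes were filtered with edgeR's filterByExpr (minimum count 10, minimum total count 15, by group), which left 26626 genes. Counts were scaled with TMM and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) in one model of the 4 group means over all 14 samples, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors of log2 fold changes were derived as the absolute log2 fold change divided by the square root of the F statistic. CPM values use the TMM-scaled library size, and log2 CPM uses a prior count of 2. The genes named were every mouse gene the paper names for these samples, the genes of its Supplementary Table 1, the collagen 4 genes and Mki67, and for each comparison with healthy LSECs the 5 largest rises and 5 largest falls among called genes whose samples did not overlap between the 2 groups.

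Gene sets were tested with fgsea 1.28.0 on genes ranked by the signed square root of edgeR's F statistic, with the mouse Reactome sets that fgsea provides, sets of 10 to 500 genes, and the paper's limits of an NES above 1 or below -1 and an adjusted p under 0.25. S phase and G2/M genes came from Seurat 5.3.0. The other lists, among them markers of other liver cells, were written down beforehand. A score per sample was the mean log2 CPM of a list's genes, and groups were compared with two-sided exact permutation tests, with 35 sets and lists per comparison. Principal components were computed on log2 CPM with genes centred and not scaled, and the share of squared Euclidean distance between groups was tested by permutation (one-sided, exact for 2 groups, 100000 resamples for 4).

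The alternatives were DESeq2 1.42.0, limma 3.58.1 (voom with sample quality weights), RLE size factors, library size only, other filters on low counts, models of only the 2 groups compared, the sample number as a block, other thresholds, other rankings and gene set tests (signal-to-noise ratio, camera, fry), other principal component settings, and leaving out each sample in turn. The mice are different animals. The pairing tried in the model with a block comes from the numbers in the sample labels only. For the covariate checks, the score of a marker list per sample was added to the edgeR model. For 4 mice against 4, the whole analysis was repeated on all 35 ways to part the 8 mice, and 8 of these separate every pair of mice with the same number, as the real comparison does. The edgeR, DESeq2 and fgsea steps were tested on simulated counts drawn from these samples' means and library sizes. Here 200 genes with a mean above 1 CPM were changed by 2 on the log2 scale, each with the same spread in all samples. Among 25373 genes tested, edgeR recovered 50% of them at day 1, 67.5% at day 3 and 68.5% at day 7. DESeq2 recovered 73.5%, 79% and 83.5% among 26626, with 77, 62 and 73 false calls.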

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

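The tests of explanations in this part were chosen before the result each one measures was seen. In each group of 4 mice, 49 measures were searched for a sample far from the other 3, and 8 were found in 147 searches, against 7.35 by chance. Healthy replicate 4 had a hepatocyte marker score of 9.55, with the other healthy mice between 4.20 and 5.10. Day 3 replicate 4 had a B cell marker score of 1.87 (others 4.12 to 4.50) and a score for mitochondrially encoded genes of 3.31 (others 4.41 to 4.64). Day 7 replicate 1 had the highest proteasome score of its group, 6.15 (others 5.88 to 5.92), and the lowest log2 CPM of Vwa1, -1.12 (others 0.28 to 0.56), and of Col4a2, 8.00 (others 8.83 to 8.95). Day 7 replicate 4 had a healthy LSEC enriched score of 7.52 (others 7.27 to 7.31), and healthy replicate 3 a damaged LSEC signature score of 5.28 (others 4.99 to 5.04). No explanation was tested for these values, and no sample was left out because of them.

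Day 3 replicate 4 also had the fewest genes with at least 1 count, 22986, which was 5217 below the next sample of its group. With all samples thinned to the depth of the smallest, the gap was 4818, so depth does not explain it. Limma gave this sample a quality weight of 0.0887 and day 3 replicate 3 one of 0.287, against 2.73 for healthy replicate 2.

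Several genes changed between days after the injury. Compared directly, Lyve1 was lower at day 3 than at day 1 by a log2 fold change of -1.80 (adjusted p = 0.00393) and at day 7 by -2.49 (adjusted p = 0.000217). Fabp4 was lower by -1.82 (adjusted p = 0.0399) and -2.77 (adjusted p = 0.00256), and Clec1b by -1.76 (adjusted p = 0.0391) and -1.95 (adjusted p = 0.0134). In each of these comparisons all 4 later samples lay below both day 1 samples, and an exact permutation test with 2 mice cannot go below 0.0667. One candidate explanation is RNA of monocytes and neutrophils in the day 1 samples. With the score of their markers in the model, the change from day 1 to day 7 was -2.44 for Lyve1 (adjusted p = 0.00135) and -2.01 for Fabp4 (adjusted p = 0.0115), so this explanation did not account for these 2 genes. For Clec1b this explanation was not tested, and no other technical explanation was tested for any of the 3 genes. A fast and passing response of LSECs to the injury remains a hypothesis from 2 mice.

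In the other direction, Mki67 was higher than at day 1 by 3.35 at day 3 (adjusted p = 0.0196) and 2.63 at day 7 (adjusted p = 0.0246), and Timp2 by 2.00 at day 7 (adjusted p = 0.0149). Col4a2 was lower at day 7 than at day 1, by -1.17 (adjusted p = 0.0498). All 4 later samples lay on one side of both day 1 samples in each case, and no explanation was tested for these genes. From day 3 to day 7, the S phase score changed by -1.13 and the Cell cycle score by -0.41, with all 4 mice of day 7 below all 4 of day 3 (exact permutation test, two-sided, p = 0.0286 for each, 0.5 after adjustment over 35 sets and lists). Neither passes the correction. Since 0.0286 is the smallest p possible, passing would need many of the 35 at that value together, so the adjusted p cannot decide for a single score. The NES of the Cell cycle set at day 3 relative to genes of the same GC content and length was 2.60, a weak check since these properties described 1.55% of the variance of the ranking statistic. A rise and fall of DNA replication in sorted cells is one reading, and dividing cells of another type in the sort were not tested as another.

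The paper reports a purity of 95% by staining of the sorted cells and the exclusion of doublets during the sort. In the RNA of the sorted samples, signals of other liver cells appeared. The score of 15 hepatic stellate cell markers was higher than in healthy LSECs by 2.99 at day 3 and 3.17 at day 7, and that of 11 monocyte and neutrophil markers by 1.74 at day 7 (all 4 mice above all healthy mice in each, exact permutation test, two-sided, p = 0.0286, and 0.0833, 0.1 and 0.1 after adjustment). Depth did not explain the 2 differences at day 7, which were 3.16 and 1.72 with all samples thinned to the same depth. The difference at day 3 was not tested in this way. Hepatocyte markers scored higher in every mouse of days 3 and 7 than in healthy replicates 1 to 3. Healthy replicate 4 had the highest score of all (9.55). As a ranked set, the hepatocyte markers were lower at day 3 (NES -1.52, FDR 0.143) and not enriched at day 7 (NES 0.51), so a change in hepatocyte RNA is not settled. RNA of stellate cells in the sort may contribute to the matrix signal. The 10 stellate markers outside the matrix were higher by 2.57 at day 3 and 2.55 at day 7 (exact permutation test, two-sided, p = 0.0286 and 0.0571). With their score in the model, the NES of extracellular matrix organization was 1.28 at day 3 (FDR 0.0996) and 1.74 at day 7 (FDR 8.5e-05). Both were lower than before but past the limits. NCAM signaling had an NES of -0.97 at day 3 and 1.16 at day 7 (FDR 0.480), no longer past the limits, and the log2 fold change of Col4a1 at day 3 was 0.41 in place of 1.10. That of Timp1 at day 7 was 3.68 in place of 4.60 (adjusted p = 0.173), so stellate RNA accounts for less of it. The marker score itself differs between the groups, so that adjusting for it also removes part of any change that LSECs share with it. With it in the model, 15 genes were called at day 3 and 16 at day 7. The matrix signal of day 3 and day 7 cannot be attributed to LSECs or to stellate cells from these bulk samples alone, and expression of stellate markers by LSECs themselves was not tested.

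For inflammation at day 1, RNA of monocytes and neutrophils is a candidate source. With their marker score in the model, the NES of the innate immune system set was 1.19 in place of 1.96 (FDR 0.110), still past the limits. With this score in the model 1670 genes were called at day 1, against 1080 without it. The score differs between the groups, so that adjusting for it can also remove changes of LSECs. The log2 fold change of Ccl6 was 0.99 in place of 3.91 and that of Ccl9 1.37 in place of 4.31, in line with a source in these cells, while that of Cd14 was 1.23, just above the 50% of 2.43 that had been set as the limit. The paper's sorting excluded CD45 positive cells, and whether the remaining signal lies in LSECs or in cells sorted with them cannot be told from these counts.

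The share of counts on mitochondrially encoded genes was higher at day 7 than in healthy LSECs by 4.00 percentage points (all 4 mice above all healthy mice, exact permutation test, two-sided, p = 0.0286). Without the 10 genes with the most counts of each sample the difference was 0.0424 points, within the spread between mice. Since mitochondrial genes are themselves among those 10 genes, the test cannot tell a few dominant genes from a broader rise, and stress during cell isolation was not tested.

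Among genes the paper does not discuss, Gpnmb and Atp6v0d2 rose at day 7 from low expression in healthy LSECs (0.867 and 0.0479 CPM), by log2 fold changes of 9.74 (adjusted p = 0.00179) and 10.33 (adjusted p = 0.00191), with all 4 mice of day 7 above all 4 healthy mice. They were picked from the largest rises, and no explanation for them was tested. Monocyte and neutrophil markers also scored higher at day 7, by 1.74, so RNA of other cells is not excluded as their source.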

How the results depend on the processing

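The alternatives in this part were set before the data were examined, except that leaving samples out of the list scores was chosen after seeing the data. For none of the changed results was the cause tested, apart from the checks in the other parts.

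The number of genes called changed depended more on the test than on the scaling. DESeq2 called 2745, 3633 and 2602 genes at days 1, 3 and 7 and 1663 between day 7 and day 3, and limma-voom with sample quality weights 4308, 7265, 7047 and 6002. EdgeR called 1080, 1915, 846 and 472. In simulated counts DESeq2 made 77, 62 and 73 false calls at the 3 days and edgeR 2, 11 and 4. The simulated samples were of equal quality, unlike the real ones, and no simulated numbers are given for limma-voom. Models of only the 2 groups compared called 2327, 1108, 3156 and 1 genes. An unadjusted p under 0.05 with an absolute log2 fold change above 1 gave 3390, 3533, 2889 and 2802 genes with edgeR and 3879, 3883, 3339 and 3010 with DESeq2. Between day 7 and day 3, scaling by library size only gave 287 genes and testing any gene with at least 1 count 157. Apart from the block below, the other alternatives stayed within 1.5 times the main numbers. Scaling by library size only raised the share of called genes that were higher from 64.2% to 75.1% at day 3 and from 68.8% to 86.8% at day 7. Testing any gene with at least 1 count lowered it to 47.3% at day 3, models of only the 2 groups compared to 46.0% at day 7, and DESeq2 with an unadjusted p and a log2 fold change above 1 to 41.0% at day 1, from 59.6%. No scaling moved the median log2 fold change of all genes by more than 0.0736. With one mouse left out, the number ranged from 714 to 810 at day 1, from 946 to 3314 at day 3, from 193 to 1509 at day 7 and from 26 to 1652 between day 7 and day 3. With a mouse of day 1 left out the group holds 1 sample, and no calls were made.

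The sample numbers were also used as a block. Samples with the same number in different groups were not more alike than others (mean correlation of their deviations from the group means -0.0202 over 18 pairs, against 0.00674 over 54 pairs with different numbers), and they are different mice. With the block, 594, 1385, 435 and 244 genes were called, 5 LSEC enriched genes were higher at day 1 and 2 at day 7, and the NES was 2.50 for Cell cycle and 2.35 for extracellular matrix organization at day 3.

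For the named genes, 790 of the results under alternatives kept their direction and call, 65 lost the call, 52 gained it and 10 reversed. Among fits without one sample, 696 were unchanged, 143 lost the call, 7 gained it, 18 reversed and 10 moved without a test. The reversals were of changes near 0. Limma-voom gave 0.22 for Il33 at day 1, -0.16 for Cd36, 0.30 for Clec1b and -0.0854 for Stab1 at day 3. Testing any gene with at least 1 count gave -0.0691 for Stab1 at day 3 and -0.0475 for Fabp5 at day 7. Cd36 at day 7 was 0.0204 with DESeq2, 0.0274 with RLE size factors, 0.0801 with library size only and 0.0821 with at least 10 counts in every sample. With one sample left out, the log2 fold change at day 1 ranged from -0.26 to 0.16 for Il33, from -0.44 to 0.12 for Fabp5 and from -0.54 to 0.0300 for Ntn4. That of Cd36 ranged from -0.19 to 0.0346 at day 1, from -0.0617 to 0.41 at day 3 and from -0.30 to 0.12 at day 7. At day 3 the range was -0.39 to 0.0351 for Clec1b, -0.21 to 0.26 for Stab1 and -0.44 to 0.0112 for Timp2. For Fabp5 at day 7 it was -0.0694 to 0.19.

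Of the LSEC enriched genes, DESeq2 called 8, 11 and 7 lower at the 3 days and 8 higher at day 7, and limma-voom 10, 13 and 13 lower, with 10 higher at day 3 and 11 at day 7. Models of only the 2 groups compared called 8 lower at day 1 and 9 at day 7, and library size only 2 lower at day 3. Without one sample, 2 to 10 were lower at day 3, 0 to 4 lower at day 7 and 2 to 5 higher at day 7.

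Enriched Reactome sets numbered 205, 209 and 340 at the 3 days with an adjusted p under 0.05 in place of 0.25, 159 at day 1 and 324 at day 7 with the signal-to-noise ratio, and 163 at day 1 with fry. The NES, or the corresponding statistic of camera and fry, of Robo receptor signaling at day 1 was -0.74 with DESeq2, -0.58 with the signal-to-noise ratio, -0.27 with camera and -0.23 with fry, and ranged from -0.96 to 0.93 without one sample. Cytokine signaling at day 1 lost its enrichment with the signal-to-noise ratio (0.97), camera (1.05) and fry (1.07). VEGF signaling at day 3 passed the limits with the signal-to-noise ratio (1.29) and library size only (1.34), was -0.30 with camera, and ranged from -1.39 to 1.38 without one sample. NCAM signaling at day 3 (1.51) did not pass an adjusted p of 0.05 and ranged from 1.19 to 1.57. Cell cycle at day 7 turned to 1.07 with the signal-to-noise ratio and lost its enrichment with fry (-0.87). Extracellular matrix organization kept its direction and enrichment at days 3 and 7 under all alternatives run.

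The first principal component held 44.6% of the variance with the 500 most variable genes, 25.0% with scaled genes, 30.9% with at least 10 counts in every sample and 23.6% to 26.3% without one sample. The second held 15.9%, 16.8%, 21.3% and 17.4% to 20.4%, with 17.1% at a prior count of 0.5. The share of squared distance between day 1 and healthy LSECs was 49.7% with the 500 genes, 43.9% scaled, 37.2% at a prior count of 0.5, 52.3% with at least 10 counts in every sample and 46.8% to 50.3% without one sample. At day 3 it passed the threshold when scaled (24.8%) and with at least 10 counts in every sample (33.3%), and ranged from 21.9% to 32.9% without one sample, passing without day 3 replicate 4. At day 7 it missed the threshold with the 500 genes (35.7%). It ranged from 31.3% to 40.8% without one sample and missed the threshold without day 7 replicate 3. Between day 7 and day 3 it ranged from 19.3% to 30.1%. There it passed the threshold without day 3 replicate 3 (25.9%) or day 3 replicate 4.

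Among the list scores, the median over genes in place of the mean gave -0.0450 for the healthy LSEC signature at day 7 and 0.44 for the damaged LSEC signature at day 1. Without one sample, the difference of the damaged LSEC signature ranged from 0.22 to 1.32 at day 3 and from 0.33 to 0.66 at day 7. In 2 of these fits the signature gained the call. Without day 3 replicate 4 (score 3.74) or day 7 replicate 1 (4.90), all remaining mice of that day lay above all healthy mice (at most 5.28). The other 22 planned results for scores kept their direction and call.

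Depth limits the genes with few counts most. Vwa1, at 0.526 CPM in healthy LSECs, Col4a5 and some genes called from 0 counts rest on few reads, such as Chil4 (1 to 83 counts at day 3). Other genes called from 0 counts do not, such as Cyb5r2 (270 to 726 counts in healthy LSECs) and Gm26903 (213 to 647 at day 3). The genes of the healthy LSEC signature, with a mean log2 CPM of 9.01, are limited by the number of mice and not by depth.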

Differences from the paper's values

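The paper states that more than 2000 genes were differentially expressed at day 1, and edgeR called 1080. Of the alternatives set before the data were examined, DESeq2 (2745 genes), which the paper's methods name, models of only the 2 groups compared (2327), limma-voom with sample quality weights (4308) and an unadjusted p under 0.05 with an absolute log2 fold change above 1 (3390 with edgeR, 3879 with DESeq2) reach the paper's number. RLE size factors (1076), library size only (955), at least 10 counts in every sample (1323), any gene with at least 1 count (832), the replicate block (594) and an absolute log2 fold change above 1 with an adjusted p under 0.05 (981) do not.

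The paper describes Stab2 and Clec4g as lower after the injury. Stab2 changed by -0.23, -0.23 and -0.26 on the log2 scale at days 1, 3 and 7 and was not called. Limma-voom called it lower at day 3 (-0.68). Clec4g changed by -1.00, -0.89 and -0.95, in the direction the paper describes, and missed the threshold. DESeq2 and limma-voom called it lower at days 1, 3 and 7, models of only the 2 groups compared at days 3 and 7, and both filters on low counts at day 3. The medians of Clec4g read from the paper's figure did not differ from those here, so the difference lies in the threshold. The paper also reports that qPCR of signature genes matched its sequencing, which was not analysed here. For Cd36, which the paper describes as higher at early time points, the changes were -0.04 at day 1 and 0.22 at day 3, and no alternative called it. Stab1, which the paper counts among genes with higher expression after injury, changed by -0.22, 0.11 and -0.21, and no alternative called it.

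The paper describes all 4 genes of the damaged LSEC signature as higher at day 1 or day 3. Fabp4 was called at day 1 and Vwf at day 3, where 2 of 8 fits without one sample kept the call of Vwf. Fabp5 changed by -0.11 at day 1 and 0.60 at day 3 without a call, and limma-voom called it at day 3 (0.89). Vwa1 changed by 2.27 at day 1 without a call, and limma-voom (2.32) and models of only the 2 groups compared (2.22) called it. For Il33 and Timp2, which the paper describes as induced, the changes at day 1 were -0.01 and -1.20, and the rises at day 7 of 1.27 and 0.80 were called by limma-voom only, which also called Il33 at day 3 (1.70).

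The paper describes ROBO signaling as enriched shortly after injury. The NES of the Reactome set of 20 tested genes at day 1 was 0.78, and no alternative brought this set past the limits. With ribosomal protein and proteasome genes added to it, the NES was 2.58. That test was chosen after the rise of these genes had been seen, and it cannot tell which set the paper used. Angiogenesis, which the paper places at day 3, had an NES of 1.23 for VEGF signaling, past the limits with the signal-to-noise ratio (1.29) and with library size only (1.34), and of 1.82 at day 1, where it was enriched. The paper proposes that the cell cycle is inactive again at day 7. The S phase score was back at 3.63 against 3.51 in healthy LSECs, whereas the G2/M genes were still enriched against healthy (NES 2.34). Per mouse, the G2/M score was higher than in healthy LSECs by 0.68 (exact permutation test, two-sided, p = 0.0857). Compared with day 3, the G2/M genes were lower at day 7 as a ranked set (NES -2.11). The paper places the induction of collagen 4 at day 3 by staining, and the RNA of Col4a1 and Col4a2 was already higher at day 1, by 1.57 and 1.74. The RNA of Col4a4 was lower at day 1 (-2.84 to -2.57 over 8 alternatives). At day 3 Col4a2 was called and Col4a1 was not (adjusted p = 0.0563). The principal component plot in the paper is described as separate clusters for each time point, and 3 of 14 samples had their nearest neighbour in another group.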

Other observations

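The tests with regrouped mice were chosen only after the results were seen, except those of the numbers of enriched Reactome sets, and so was the test of the Robo set. The other tests in this part were chosen before.

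The 8 mice of each comparison between 2 groups of 4 were also parted in other ways. Of the 35 ways, 8 separate every pair of mice with the same number, as the real comparison does. Among these 8 no share under 1 in 8 can be reached. The other 27 ways leave some pairs of mice with the same number on one side. These pairs are different mice, and over all 35 ways the real comparison alone gave as many genes called at day 3, at day 7 and between day 7 and day 3 (2.86% of the ways each). The real comparison gave the most genes called at day 3 (1 of 8 as large, next largest of all 35 with 34 genes), at day 7 (1 of 8, next largest 368) and between day 7 and day 3 (1 of 8), and the most LSEC enriched genes called at day 3 and day 7 (1 of 8 each). For enriched Reactome sets it did not: 3 of 8 ways gave as many at day 3 and 2 of 8 at day 7, and over all 35 the other ways had medians of 380.5 and 412 sets. For the NES at day 3, 3 of 8 ways were as far from 0 for Cell cycle, 2 of 8 for extracellular matrix organization, 6 of 8 for VEGF signaling and 2 of 8 for NCAM signaling. At day 7 the numbers were 2 of 8 for Cell cycle, 1 of 8 for extracellular matrix organization and 4 of 8 for NCAM signaling, and between day 7 and day 3 they were 4 of 8 for Cell cycle. Over all 35 ways, the numbers at day 3 were 9 for Cell cycle, 4 for extracellular matrix organization, 19 for VEGF signaling and 7 for NCAM signaling. At day 7 they were 17 for Cell cycle, 4 for extracellular matrix organization and 15 for NCAM signaling, and between day 7 and day 3 they were 10 for Cell cycle. A way whose NES could not be estimated was counted as being as far from 0. For Cell cycle this holds for 1 of the 9 ways at day 3. Between day 7 and day 3 it holds for 1 way, which is among both the 4 of 8 and the 10 of 35. A test that permutes genes thus also calls many sets for groupings of these mice that mix healthy and injured livers.

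The healthy LSEC signature was lower after injury by 0.75, 0.89 and 0.63 on the log2 scale. One candidate explanation is that RNA of other cells dilutes that of endothelial cells, in which case genes of all endothelial cells fall as well. Relative to the mean of 10 pan-endothelial genes, the signature changed by -0.59 at day 1 (exact permutation test, two-sided, p = 0.0667, the smallest possible), -0.22 at day 3 (p = 0.2, exact) and -0.00365 at day 7 (p = 0.971, exact). Relative to these 10 genes the fall at days 3 and 7 is within the spread between mice, and at day 1 the design cannot decide. Other endothelial lists did not fall with them. The 26 endothelial angiogenesis genes changed by -0.08 (p = 0.6, exact) and -0.13 (p = 0.314, exact) at days 3 and 7, and the 49 LSEC enriched genes, some of which rise after injury, by -0.01 (p = 1, exact) and 0.18 (p = 0.0857, exact). The result thus depends on the list taken to stand for all endothelial cells, and dilution is not settled. The signs of the signature genes follow in part from their choice, since the paper left out genes that rose in these mice.

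The matrix and NCAM signals were compared with genes of the same GC content and length. The NES of extracellular matrix organization was then 2.44 at day 3 and 2.96 at day 7, that of NCAM signaling at day 7 1.83, and that of the proteasome subunits at day 7 -2.89, each past the limits as before. GC content and length described only 1.55% of the variance of the ranking statistic at day 3 and 1.94% at day 7, so the correction moved the values little and the check is a weak one. Stellate cell RNA remains an explanation for NCAM signaling, with an NES of 1.16 at day 7 once the stellate score was in the model.

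The Reactome Cell cycle set had a negative NES at day 7, -1.60, although its mean log2 CPM per mouse was not lower than in healthy LSECs (difference 0.0336, exact permutation test, two-sided, p = 0.771). Of its genes, 44 encode proteasome subunits, which were lower. Without them the NES was -1.22 (FDR 0.0581), still past the limits, while the number of cell cycle sets enriched among the lower genes dropped from 26 of 36 to 14 of 35. Proteasome genes may thus carry part of the negative NES.

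The Robo set used here holds 20 tested genes. One candidate explanation is that newer Robo sets also hold ribosomal protein and proteasome genes, which rose at day 1. With these genes added, the NES at day 1 was 2.58. The test was chosen after their rise had been seen. It cannot tell whether the paper's set was of this kind.

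Depth differs between samples. With all samples thinned to the smallest total, 2003 genes were called at day 3 and 929 at day 7, against 1915 and 846, so unequal depth did not produce these numbers.

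The paper reports staining of Lyve1 and CD32b in liver sections. In the RNA of sorted LSECs, Lyve1 was higher by 3.05 at day 1 and 1.25 at day 3, and Fcgr2b, which encodes CD32b, changed by -0.75, -0.85 and -0.62 at days 1, 3 and 7 (adjusted p = 0.128, 0.024 and 0.103). All 4 samples of day 3 lay below all 4 healthy samples for Fcgr2b. The cells were sorted on CD32, so cells without it were not measured.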
